# Dynamics of single-nuclei transcriptomic profiling of adipose tissue from diverse anatomical locations during mouse aging process

**DOI:** 10.1038/s41598-024-66918-w

**Published:** 2024-07-12

**Authors:** Yujie Wu, Ying Sun, Long Chen, Xingyan Tong, Can Liu, Lu Lu, Rui Zhang, Siyuan Wang, Ziyu Chen, Jiaman Zhang, Ziyin Han, Bo Zeng, Mingzhou Li, Long Jin

**Keywords:** Molecular biology, Transcriptomics

## Abstract

Adipose tissue plays critical roles in an individual’s aging process. In this research, we use single-nucleus RNA sequencing to create highly detailed transcriptional maps of subcutaneous adipose tissue and visceral adipose tissue in young and aged mice. We comprehensively identify the various cell types within the white adipose tissue of mice, our study has elucidated seven distinct cell types within this tissue. Further analyses focus on adipocytes, fibro-adipogenic progenitors, and immune cells, revealing age-related declines in the synthetic metabolic activity of adipocytes, diminished immune regulation, and reduced maturation or proliferation of fibroblasts in undifferentiated adipocytes. We confirm the presence of distinct subpopulations of adipocytes, highlighting decreases in adipogenesis subgroups due to aging. Additionally, we uncover a reduction in immune cell subpopulations, driven by age-associated immune system dysregulation. Furthermore, pseudo-time analyses indicate that Adipocyte1 represents the 'nascent' phase of adipocyte development, while Adipocyte2 represents the 'mature' phase. We use cell–cell interaction to explore the age-dependent complexities of the interactions between FAPs and adipocytes, and observed increased expression of the inflammation-related Retn-Tlr4 interaction in older mice, while the anti-inflammatory Angpt1-Tek interaction was only detected in young mice. These transcriptional profiles serve as a valuable resource for understanding the functional genomics underlying metabolic disorders associated with aging in human adipose tissue.

## Introduction

Adipose tissue is versatile, serving as an energy reservoir, protective insulator, and crucial endocrine communicator, interacting with other tissues to regulate systemic metabolism^1^. Adipose tissue is categorized into two primary types: brown adipose tissue (BAT) and white adipose tissue (WAT). White adipose tissue (WAT) is broadly categorized into subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT)^2^. SAT is located beneath the skin, distinct from VAT, which is found around internal organs^3^. Inguinal and gonadal fat pads in mice are often considered representative of SAT and VAT, respectively, due to their accessibility, prevalence among white adipose depots, and ease of identification.

Aging is closely linked to metabolic decline^4^, which is associated with a range of lipid metabolism-related conditions, including diabetes mellitus^5^, hyperlipidemia^6^, and atherosclerosis^7^. Fibro-adipogenic progenitors (FAPs) make up a diverse group of stem cells, preadipocytes, and fibroblasts^8^. The initial transition of mesenchymal stem cells (MSCs) into the adipogenic realm marks the beginning of adipogenesis—a process that still requires in-depth exploration, especially in the context of transcriptional regulation during adipose tissue aging^9^. Recent studies highlight the pivotal role of adipose tissue’s immune cells in metabolism, with aging in adipose tissue causing WAT hypoxia, which in turn initiates inflammation and metabolic irregularities^10,11^. A comprehensive understanding of changes in WAT cell types during aging is crucial to unravel the cellular and molecular mechanisms behind aging-related comorbidities.

Recent advancements in single-cell transcriptomics have opened doors to understanding cellular diversity and functional states at an individual cell level. These methods offer remarkable reproducibility and sensitivity^12^. However, due to the challenges posed by large lipid-filled adipocytes and the limited availability of single-cell resolution characterization of WAT, a new approach has been adopted—using single-nucleus sequencing (snRNA-seq) on isolated nuclei from adipocytes to conduct transcriptional profiling^13^. snRNA-seq offers a comprehensive view of WAT cell types in their natural environment, bypassing the potential loss of essential cell types associated with manual tissue isolation procedures^14^. Analyzing adipocytes, the primary functional cell type, presents unique challenges due to their substantial size and delicacy^15^, which can result in a lack of adipocyte data in snRNA-seq datasets^16^.

In this study, we employed snRNA-seq to shed light on the cell types present in inguinal and gonadal adipose tissue in mice. This approach, involving different age groups, provided a unique perspective to explore the intricate cellular architecture and variances in adipose tissue across diverse anatomical regions in mice. Furthermore, it offered profound insights into the complex interplay of cellular mechanisms governing the regulation of white adipose tissue as it ages.

## Results

### Single-nucleus RNA sequencing uncovers the full spectrum of cell types in mouse SAT and VAT

To comprehensively profile WAT across ages, we used single-nucleus RNA sequencing (snRNA-seq) on SAT and VAT adipose tissues from young (2-month-old) and aged (26-month-old) female C57BL/6 J mice. Firstly, we used hematoxylin and eosin (H&E) staining to elucidate age-dependent changes in adipocytes. As expected, both SAT and VAT from 26-month-old mice exhibited larger adipose areas compared to their 2-month-old counterparts (Figs. 1B,C, S1E). These observations underscore that aging leads to a substantial expansion in the area of both SAT and VAT in mice.

**Figure 1:**
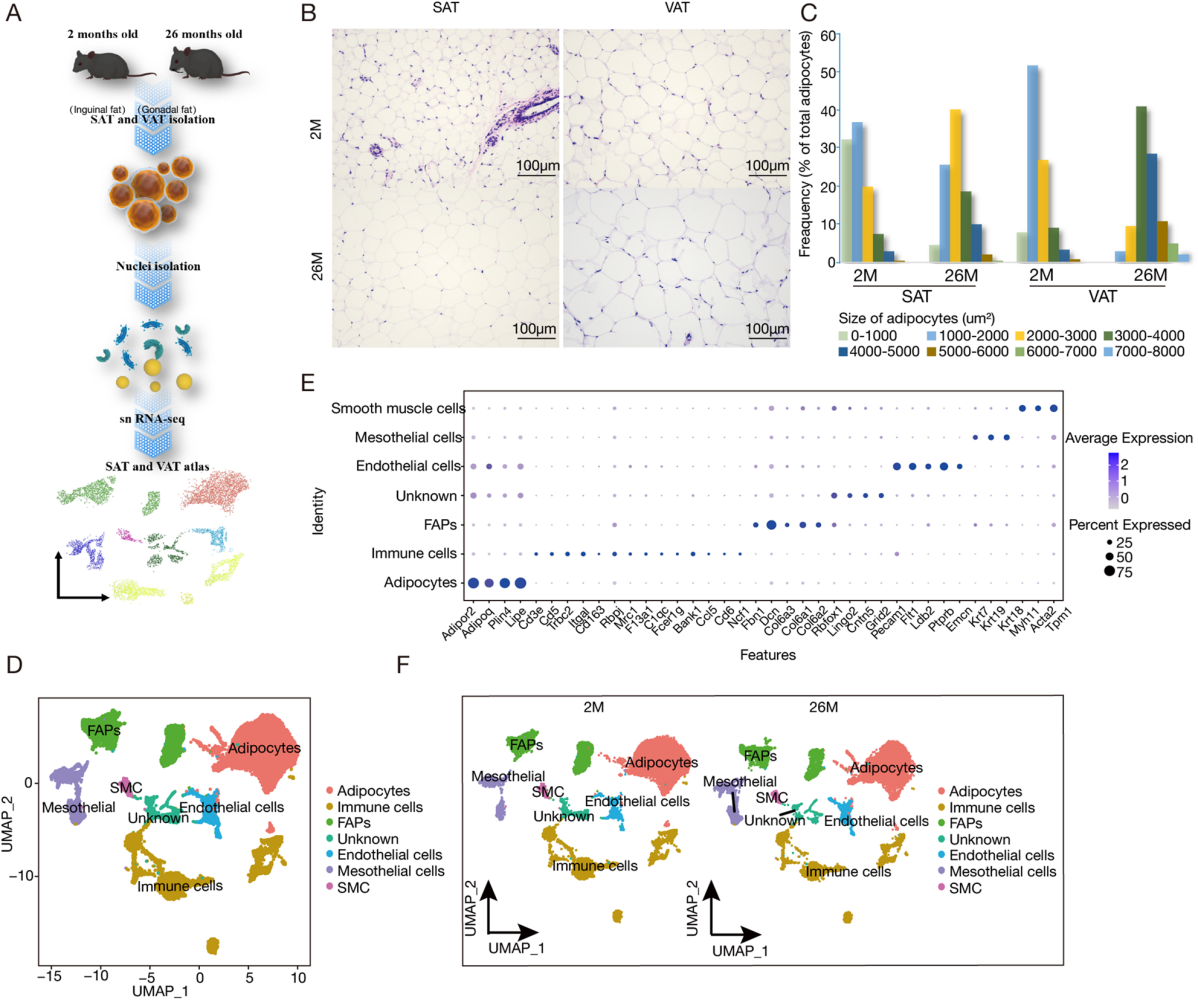
snRNA-Seq of young and old white adipose tissue. (**A**) Workflow Overview: We conducted single-nucleus RNA sequencing (snRNA-seq) on nuclei isolated from combined subcutaneous (inguinal) and visceral (gonadal) adipose tissues of both young (2 months old) and old (26 months old) mice (n = 2 for each age group). (**B**) Representative sections of white adipose tissue (WAT) stained with Hematoxylin and Eosin (H&E), including SAT and VAT from both young and aged mice (scale bars indicate 100 μm). The figure on the right shows the analysis of the size and frequency distribution of adipocytes, for each site and age group, we randomly selected three tissue sections and measured the area of 241 adipocytes, which are depicted in this figure. (**C**) Adipocyte size distribution in young vs. aged mice (**D**) Uniform manifold approximation and projection (UMAP) representation of WAT cell types, covering both SAT and VAT. The embedding uesd the 1000 most variable genes and the initial 15 harmonized principal components. Clusters were delineated according to this UMAP representation. (**E**) Representation of normalized gene expression values in a bubble diagram, depicting the adipose lineage, endothelial cells, immune cells, mesothelial cells, and smooth muscle cells. (**F**) UMAP representations of cell types within SAT and VAT in 2-month-old and 26-month-old specimens.

Then, we specifically collected subcutaneous (inguinal) and visceral (gonadal) adipose tissues from two mice within each age group for snRNA-Seq analysis (Fig. 1A). 

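The values given here are from the visceral (gonadal) adipose tissue of 2 mice aged 2 months, with 1 library per mouse, called VAT young replicate 1 and replicate 2. The other libraries of the study were not analysed here, so the values describe young visceral fat and carry no comparison of ages or depots. By the methods of the paper and the protocol given with the samples, nuclei of whole tissue were captured on the Singleron GEXSCOPE system, while the sample descriptions name 10x Genomics and adipocytes, a conflict left open here. Each RNA molecule was tagged with a unique molecular identifier (UMI) and each nucleus with a barcode. The authors aligned the reads to GRCm39 with CeleScope, called the barcodes that held nuclei, and deposited the number of UMIs of each of 56980 genes in each called nucleus as whole counts, without normalization. From these counts, nuclei were filtered by the limits on genes, UMIs and mitochondrial share given in the methods, and no nuclei were removed as doublets. Clusters were drawn from the 1000 most variable genes, with 30 principal components corrected by Harmony and a resolution of 0.1. The genes that the paper's text and figures name were left out of these features, so that they were read in clusters they did not define. A cluster was called by a cell type, such as adipocyte-like, only from a separate set of marker genes. UMIs were then summed per library and cell type, since nuclei of a mouse are not replicates, and each cell type was compared with the mean of the other named cell types by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The library entered this test as a block, because every cell type came from the same 2 libraries. Levels are given as CPM, the UMIs of a gene scaled by all UMIs of that group of nuclei, in replicates 1 and 2, in that order. Shares of nuclei carry exact Clopper-Pearson 95% intervals, which cover counting error only.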

Following stringent quality filtration, we combined these eight datasets into a consolidated dataset for further analysis. 

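In young VAT, 15058 of the 24492 called nuclei of both libraries passed the filters. The passing nuclei of replicate 1 held 8466237 UMIs, with a median of 2221 UMIs and 1150 genes per nucleus. Those of replicate 2 held 48068273 UMIs, with a median of 2726 UMIs and 1527 genes per nucleus. The median mitochondrial share of UMIs was 6.20% in replicate 1 and 0.621% in replicate 2. Without the limit on UMIs, 18293 nuclei passed, without the limit on genes 15061, and with a mitochondrial limit of 5%, 13122. The limit on genes alone passed 20072 nuclei, that on UMIs alone 17072 and that on the mitochondrial share alone 21769.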

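Each nucleus of the young VAT libraries was scored with Seurat's 43 S-phase and 54 G2M-phase genes after its counts were thinned to 1000 UMIs, which left out no nucleus. In replicate 1, 39.1% of nuclei (37.3 to 40.9%) were called G1, 30.2% S and 30.7% G2M. In replicate 2, 31.4% (30.6 to 32.3%) were called G1, 34.2% S and 34.3% G2M. The share called G1 was 35.3 ± 5.40% (SD, n = 2 mice), and the difference between the mice was larger than the counting error. Without thinning, 35.6% and 29.4% of nuclei were called G1, a mean of 32.5%. After thinning, 41.0% of nuclei held a UMI of an S-phase gene and 51.5% a UMI of a G2M-phase gene, so a call rested on few molecules.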

Subsequent integrative analysis of the cell cycle revealed harmonized data across G1, G2M, and S phases (Fig. S1A,B). 

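The filtered nuclei of the 2 young VAT libraries formed 10 clusters, and each cluster held nuclei of both libraries. The largest was adipocyte-like, with 7520 nuclei and a median of 4573 UMIs per nucleus. A mesothelial-like cluster held 3792 nuclei and a cluster like fibro-adipogenic progenitors (FAPs), which are called preadipocytes in Fig. 1, held 1542. The immune-like nuclei came to 1343 in 3 clusters and the endothelial-like nuclei to 480 in 2 clusters, and a cluster like smooth muscle held 160. The remaining cluster of 221 nuclei held the markers of adipocytes and of mesothelial cells together and stayed unnamed. Its median was 5130 UMIs per nucleus, and its mean Scrublet doublet score was 0.282, against 0.0995 in the adipocyte-like cluster and 0.0702 in the mesothelial-like cluster.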

The integrated and clustered whole WAT sample yielded seven distinct clusters (Fig. 1D) within the transcriptional profiles of 35,611 nuclei (Table S1). These clusters included adipocytes (expressing *Adipor2*, *Adipoq*, and *Plin4*), immune cells (expressing *Trbc2*, *Rbpj*, and *Bank1*), preadipocytes (expressing *Fbn1*, *Dcn*, and *Col6a1*), endothelial cells (expressing *Pecam1*, *Flt1*, and *Ptpr*), mesothelial cells (expressing *Krt7*, *Krt19*, and *Krt18*), smooth muscle cells (expressing *Myh11*, *Acta2*, and *Tpm1*), and one cluster that remained unidentified following differential gene expression and pathway analyses, annotated as UNKNOWN (Fig. 1E). 

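In young VAT, 17 of these 18 genes could be tested, with Ptpr read as Ptprb, its name in Fig. 1E. All 17 had a log2 fold change of at least 1 in their own cell type and an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which covered 14282 genes, and 17 when adjusted over the list alone. Trbc2 had 6 and 22 UMIs in the immune-like nuclei of replicates 1 and 2, too few for the test. It was tested with DESeq2, without the filter on low counts, with 15 principal components and without integration. In each of these, 18 of 18 genes passed. Among adipocyte genes, the log2 fold change was 2.40 (SE 0.13) for Adipor2, 1.97 (SE 0.14) for Plin4 and 1.76 (SE 0.14) for Adipoq. Adipoq, on chromosome 16 of GRCm39 from 22964106 to 22976810, was at 978 and 360 CPM in adipocytes and between 99.9 and 524 CPM in the other cell types. Rbpj and Bank1 were higher in immune-like nuclei by 3.52 and 4.10 on the log2 scale. Fbn1, Dcn and Col6a1 were higher in FAP-like nuclei by 3.73, 3.39 and 2.56, and Dcn was also at 4486 and 2747 CPM in mesothelial-like nuclei, beside 7484 and 3668 CPM in FAPs. Pecam1, Flt1 and Ptprb were higher in endothelial-like nuclei by 5.00, 4.58 and 5.92. Krt7 and Krt19 were higher in mesothelial-like nuclei by 3.94 and 3.91, and Krt18, with 22 and 125 UMIs there, by 5.11 (SE 0.66). Myh11, Acta2 and Tpm1 were higher in the smooth muscle cluster by 6.40, 6.44 and 4.06. With a mitochondrial limit of 5%, the alternative that moved the count most, the mesothelial and smooth muscle nuclei of replicate 1 were too few to enter the test, and 12 of the 12 genes left for testing passed.

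**Figure D1:**
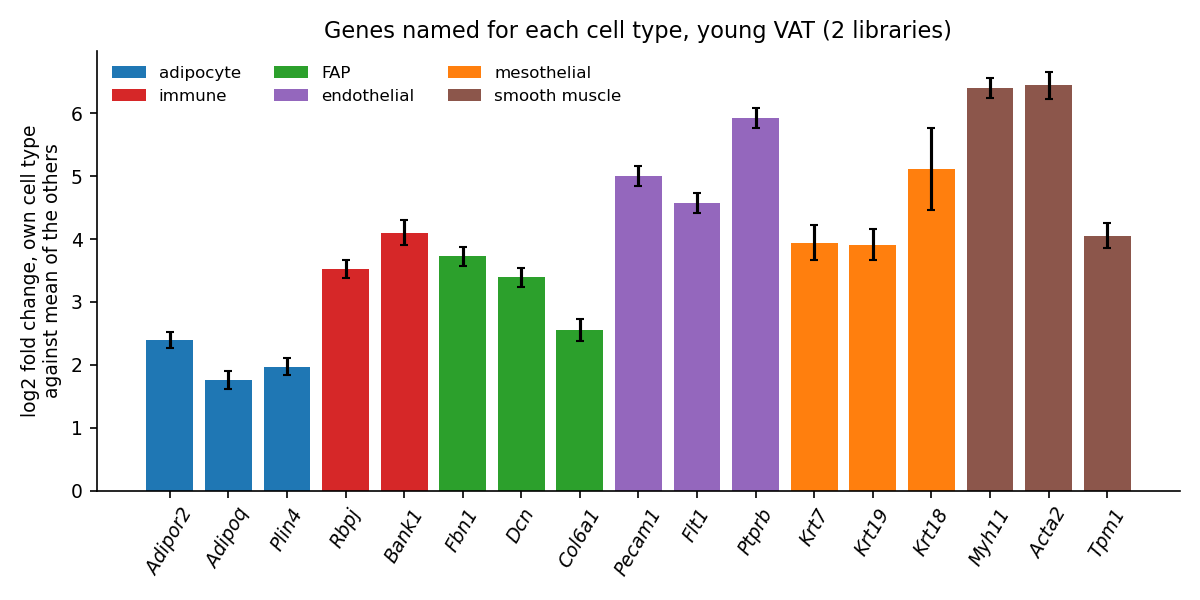
Log2 fold change of each gene in its own cell type against the mean of the other cell types in young VAT, with the standard error as bars, coloured by cell type. The bars run from 1.76 for Adipoq to 6.44 for Acta2.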

Upon clustering at two age intervals with respect to SAT and VAT (Figs. 1F, S1C,D), it was observed that aging did not lead to the disappearance of cell types, but differences were evident between the two.

### Age-linked alterations in specific cell types

By integrating and clustering the samples of WAT, we determined the proportions of nuclei for each distinct cell type (Fig. S2A). 

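In young VAT, adipocyte-like nuclei made up 62.4% (60.6 to 64.2%) of the filtered nuclei of replicate 1 and 47.0% (46.2 to 47.9%) of replicate 2, 54.7 ± 10.9% (SD, n = 2). Mesothelial-like nuclei made up 15.7% (14.4 to 17.1%) and 27.4% (26.6 to 28.2%), 21.5 ± 8.25%. The difference between the mice was larger than the counting error for both. Of the mesothelial-like nuclei, 254 and 1716 were in a subcluster with more markers of adipocytes and endothelial cells than of mesothelial cells. At a resolution of 0.3, the mean mesothelial-like share was 11.8%. FAP-like nuclei made up 8.75% and 10.6%, endothelial-like nuclei 2.44% and 3.36%, and smooth muscle nuclei 0.777% and 1.13%. The mean endothelial-like share was 2.90%, and rose to 5.07% with 15 principal components and 4.49% without integration. Immune-like nuclei made up 9.00% (7.97 to 10.1%) and 8.90% (8.40 to 9.42%), which differed by less than the counting error. Under a mitochondrial limit of 5%, the immune-like shares were 5.41% (4.18 to 6.89%) and 8.70% (8.20 to 9.22%), which differed by more than the counting error. The unnamed cluster held 0.882% and 1.60%. The share of adipocytes moved most at a resolution of 0.3, where its mean was 42.7%, while nuclei in clusters without a name, of 2990 and 821 nuclei, rose to a mean of 22.9% from 1.24%. Under a mitochondrial limit of 5%, a cluster of 1520 nuclei had no name and the mean mesothelial share was 6.84%.

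**Figure D2:**
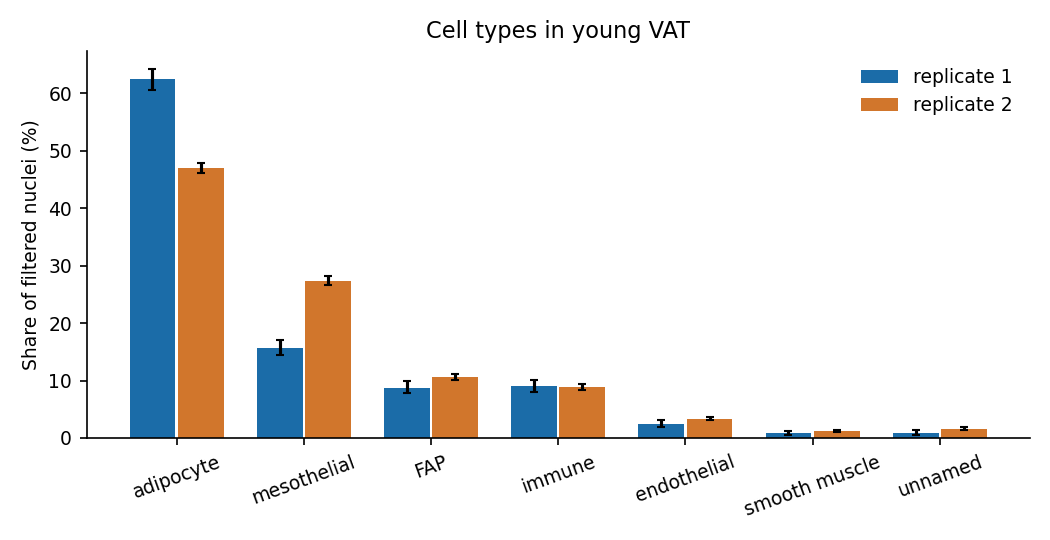
Share of filtered nuclei of each cell type in the 2 young VAT libraries, in percent, with exact 95% intervals for counting error. Adipocytes are the largest group in both libraries, with 62.4% and 47.0%. The mesothelial bars include a subcluster with more markers of adipocytes and endothelial cells than of mesothelial cells.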

Remarkably, while aging introduced variations, no specific cell type completely disappeared across the age spectrum. To uncover the variations among cell types in adipose tissues at different aging stages, we initiated a functional-specific enrichment analysis of the cell populations we obtained. (Figs. 2A, S2D–J, Table S2).

**Figure 2:**
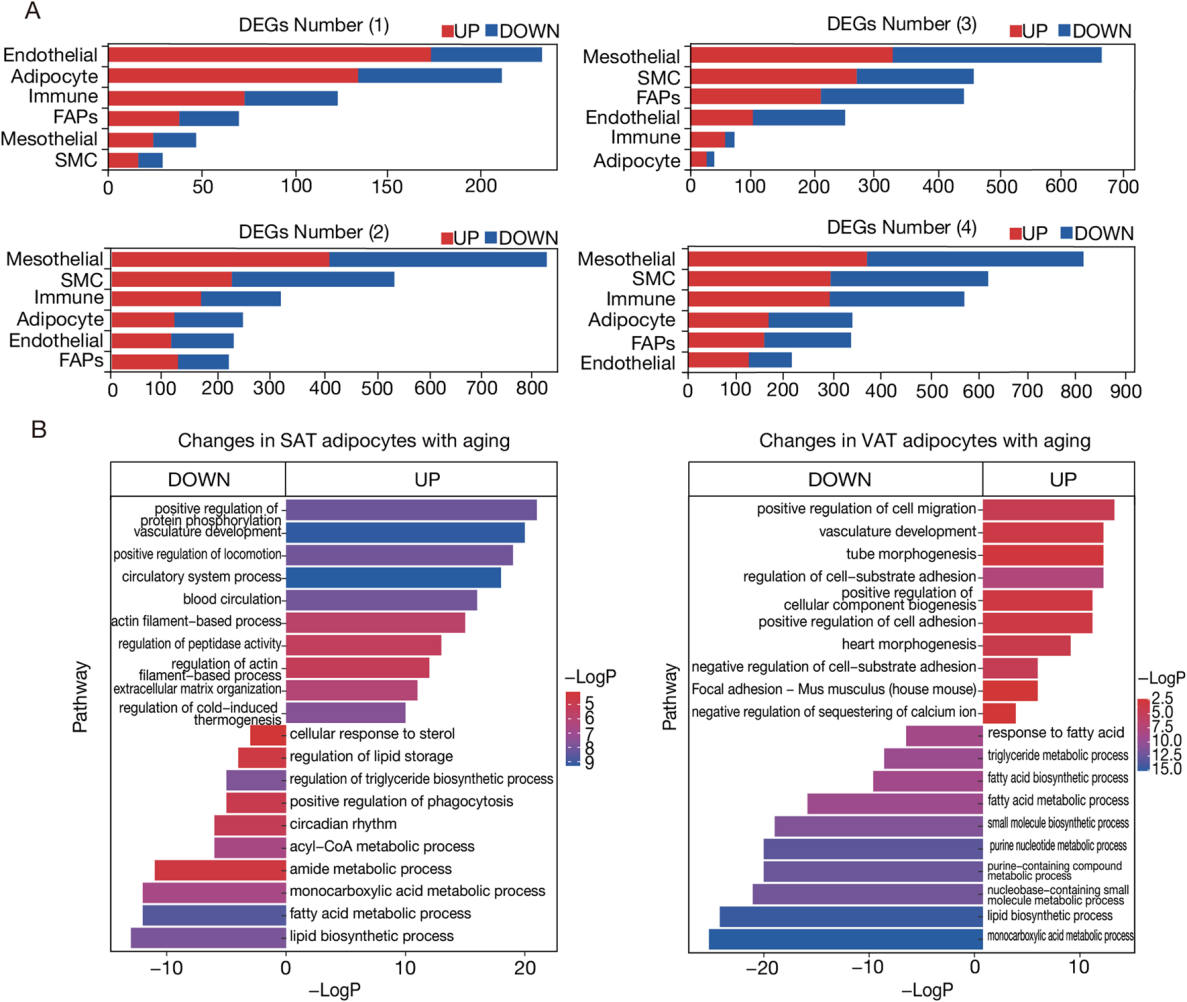
Aging leads to a decline in adipocyte synthesis and metabolic capacity. (**A**) This investigation encompassed four specific comparisons: (1) Aging patterns within SAT tissues (referred to as “SAT Aging”), (2) Aging patterns within VAT tissues (“VAT Aging”), (3) comparisons between SAT and VAT tissues at the young age of 26 months, and (4) comparisons between SAT and VAT tissues at the elderly age of 2 months. Under these four comparisons, we analyzed the number of differential genes. (**B**) Adipocytes in SAT and VAT underwent KEGG and GO enrichment analyses at both 2 and 26 months of age, respectively.

Further transcriptomic analysis revealed molecular distinctions between SAT and VAT during the aging process (Fig. S2B), At 26 months of age, SAT displayed downregulation in 63 genes, while VAT showed downregulation in 114 genes. Upon a comprehensive assessment of the relationship between age and anatomical sites, we observed that the correlation between age and specific sites was notably stronger than that between SAT and VAT. This robust evidence underscores the prominent influence of aging on adipose tissue alterations compared to intrinsic variations within tissues (Fig. S2C).

Next, we conducted a functional enrichment analysis to map the age-related variation of SAT and VAT. Interestingly, aging adipocytes in SAT exhibited upregulation of genes associated with circulatory and vascular system development. In contrast, pathways linked to fatty acid metabolism and lipid biosynthesis displayed a downward trend at 26 months of age. Additionally, VAT adipocytes upregulated genes controlling cellular matrix adhesion and positive regulation of cell migration while downregulating those governing monocarboxylic acid metabolism, lipid biosynthesis, and purine nucleotide metabolism (Fig. 2B). The immune cell compartment offered further insights into the aging process. SAT immune cells at 26 months exhibited increased regulation of myeloid differentiation, type II interferon production, and inflammatory response, while pathways associated with adaptive responses and lymphocyte value-addition lagged behind. VAT, in contrast, amplified T-cell and B-cell activation but restrained its regulation of the inflammatory response (Fig. S2D). This dichotomy in cellular responses extended to the preadipocyte (FAPs) population. In SAT, the regulation of angiogenesis increased while positive T-cell selection and B-cell value-addition decreased at 26 months. Concurrently, VAT preadipocytes showcased increased activity in energy-coupled transmembrane transport pathways but a reduced emphasis on intercellular adhesion and prominent organization (Fig. S2F–H).

### Aging causes changes in the states of mesothelial cell and endothelial cell populations

To understand how mesothelial and endothelial cells in adipose tissue change during aging, we analyzed these cells in detail. Endothelial cells are key for blood vessel formation in fat tissue^17^, while mesothelial cells can become fat cells, affecting fat tissue growth^18^. Our study focused on how these cell types change and function differently as they age.

Following the re-clustering analysis of mesothelial cell nuclei (n = 2441), we divided them into two distinct subpopulations (Fig. 3A,C, Table S3-1). 

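The mesothelial-like nuclei of young VAT were divided into 2 subclusters of 1970 and 1822 nuclei, and the first held 57.1% of them in replicate 1 and 51.3% in replicate 2. Median UMIs per nucleus were 1376 in the first and 1877.5 in the second. Upk3b, a mesothelial marker, was at 167 and 229 CPM in the first and at 1946 and 1421 CPM in the second. The first had more markers of adipocytes and endothelial cells than of mesothelial cells and stayed unnamed. Odorant and vomeronasal receptor genes, counted as a measure of background, were at 0.339 and 0.311 CPM per kilobase in the first and at 0.0883 and 0.109 CPM per kilobase in the second.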

A deep examination of differential gene expression and pathways enabled us to annotate one subpopulation as “Mesothelial1” characterized by the expression of genes including *Gpc6*, *Erbb4*, and *Pde4d* (n = 1277). These genes play roles in receptor-linked protein signaling pathways, influencing various biological processes, including cell differentiation, proliferation, and signal transduction. 

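Of the genes that the text and Fig. 3B give for the mesothelial subpopulations, 2 of the 5 that could be tested in young VAT differed between the subclusters with an adjusted p under 0.05, and 2 when adjusted over the list alone, while 1 did without the library as a block and without integration, and 3 did at a resolution of 0.3 and with the genes of the paper kept as features. Erbb4 was at 235 and 303 CPM in the first subcluster and at 27.1 and 86.8 CPM in the second, a log2 fold change of 1.83 (SE 0.29, adjusted p = 8.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpc6 was at 328 and 384 CPM in the first and at 126 and 204 CPM in the second (log2 fold change 0.71, SE 0.27, adjusted p = 0.0249 from the same edgeR test), and its adjusted p ranged from 2.4e-07 to 0.547 over the alternatives, at 0.179 without the block. Gpc6 was at a higher level in FAP-like nuclei, at 1576 and 1606 CPM. Gpc6 and Erbb4 are 1054 and 1076 kb long. The odorant and vomeronasal receptor genes were 3.84 and 2.86 times as high per kilobase in the first subcluster as in the second. Background in proportion to gene length may therefore add to both genes there, which was not tested gene by gene. Pde4d was at 697 and 894 CPM in the first and at 508 and 857 CPM in the second and did not differ (adjusted p = 0.647 from edgeR's test). Of all 17001 genes tested, 7508 differed between these subclusters, so a count of 2 of 5 does not set the paper's genes apart.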

We identified the other subpopulation as “Mesothelial2” (n = 1134), which primarily expresses genes like *Cd164*, *Slc7a2*, and *Areg*, implicated in cytoplasmic translation, RNA splicing, messenger RNA synthesis, and regulation of the extracellular matrix and supramolecular fiber organization (Fig. 3B). In addition, we compared mesothelial subpopulation cell numbers in 2-month-old versus 26-month-old mice, observing an elevation in the proportion of Mesothelial1 cells and a reduction in Mesothelial2 cells alongside aging (Fig. 3D). 

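In young VAT, Cd164 was at 131 and 49.4 CPM in the subcluster rich in Erbb4 and at 120 and 63.0 CPM in the other, with an adjusted p of 0.0997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment that ranged from 0.00181 to 0.489 over the alternatives and was under 0.05 in 3 of them. Slc7a2 was at 22.7 and 25.4 CPM in the first and at 9.03 and 11.0 CPM in the second (adjusted p = 0.153 from edgeR's test). Areg had 13 UMIs in all mesothelial-like nuclei of both mice and was left out by the filter on low counts. Without that filter it entered the test, and 2 of the 6 mesothelial subpopulation genes passed. Krt7 was at 12.6 and 21.4 CPM in the first subcluster and at 176 and 149 CPM in the second.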

We identified a higher number of mesothelial cell subpopulations in VAT relative to SAT (Fig. S3A–D).

**Figure 3:**
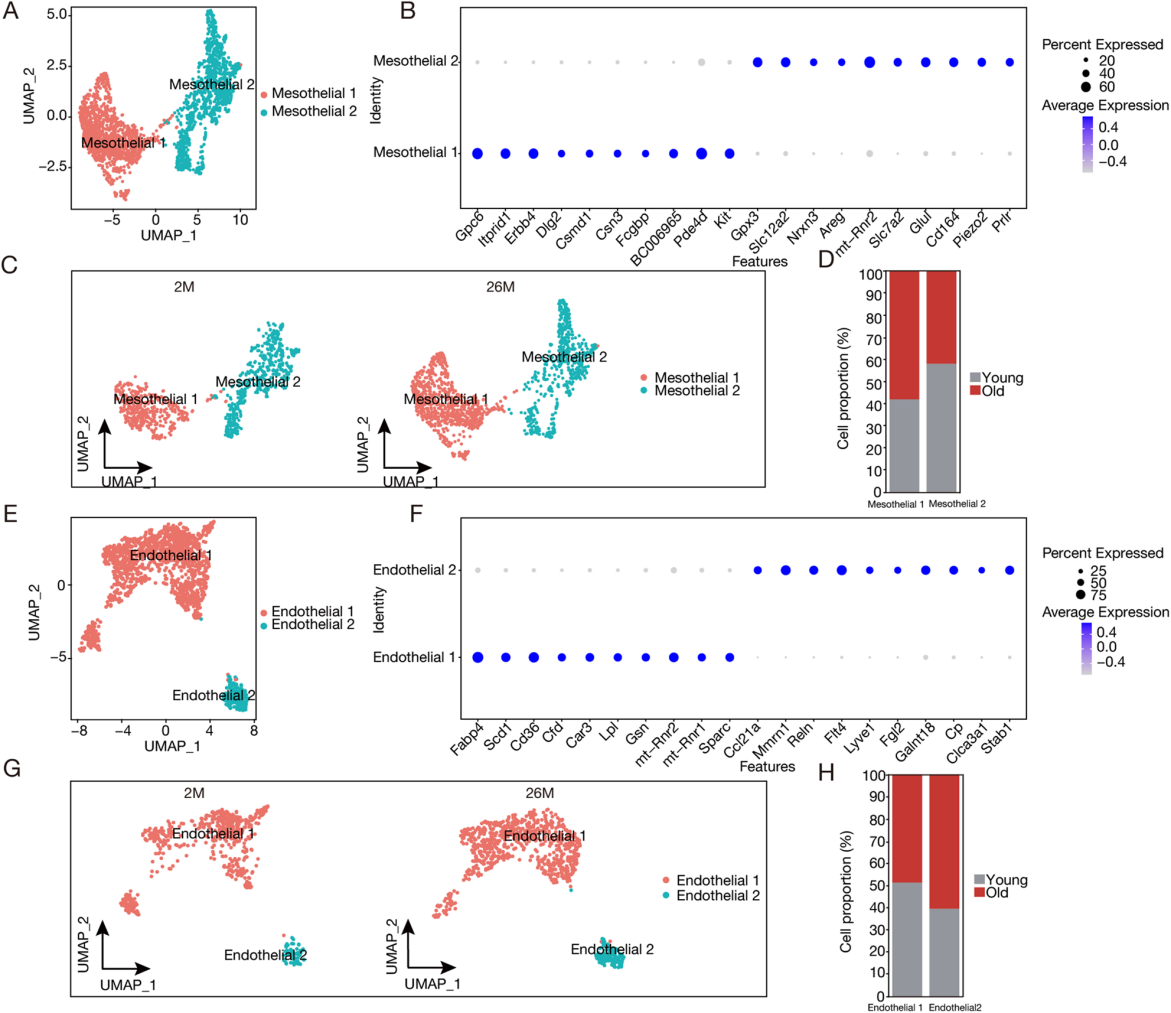
Aging Changes the mesothelial cell and endothelial cell proportion in white adipose tissue. (**A**) Uniform manifold approximation and projection (UMAP) visualization of mesothelial subpopulations. (**B**) Representation of normalized gene expression values as a bubble diagram, illustrating Mesothelial1 and Mesothelial2. (**C**) UMAP representations of cellular subtypes within mesothelial cell populations in 2-month-old and 26-month-old mice. (**D**) Chart of mesothelial cell subgroup proportions during aging. (**E**) UMAP depiction of endothelial subpopulations. (**F**) Bubble diagram displaying normalized gene expression values for Endothelial1 and Endothelial2. (**G**) UMAP representations of cellular subtypes within endothelial cell populations in 2-month-old and 26-month-old mice. (**H**) Chart of endothelial cell subgroup proportions during aging.

Ultimately, upon an extensive re-clustering of 1509 endothelial cell nuclei, we segregated them into two unique subpopulations (Fig. 3E,G and Table S3-2). 

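The endothelial-like nuclei of young VAT fell into 4 subclusters of 363, 54, 42 and 21 nuclei. The first had the markers of FAPs by the naming rule and stayed unnamed, the second had the markers of adipocytes, and the fourth was like lymphatic endothelium. Only the first held at least 20 nuclei in each library, so no test between these subclusters was run. Without integration of the libraries, 2 subclusters of 396 and 376 nuclei could be tested, of which the second also had markers of adipocytes, FAPs and mesothelial cells. Of the 6 genes that the text names for the endothelial subpopulations, 4 could be tested there and 2 differed, 3 when adjusted over the list alone.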

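In young VAT, Fabp4 was at 7216 and 2679 CPM in endothelial-like nuclei, above its 4570 and 2216 CPM in adipocytes. Cd36 was at 3050 and 2419 CPM in endothelial-like nuclei and at 1809 and 1267 CPM in adipocytes. Scd1 was at 4489 and 2513 CPM in endothelial-like nuclei, 1.02 and 1.36 times the mean of the FAP, immune, mesothelial and smooth muscle nuclei, and at 13047 and 4940 CPM in adipocytes. Between the 2 subclusters tested without integration, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 6.8e-04 for Scd1, 0.323 for Fabp4 and 0.0756 for Cd36.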

Incorporating differential gene expression and pathway analyses, we identified a subpopulation we named “Endothelial1” (n = 1326), which expresses genes such as *Fabp4*, *Scd1*, and *Cd36*, all of which are active in lipid biosynthesis. Conversely, the “Endothelial2” subpopulation was identified by the expression of *Ccl21a*, *Mmrn1*, and *Flt4* (n = 183), which are crucial for lymphatic and vascular development (Fig. 3F). 

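In young VAT, Ccl21a had 325 UMIs, Mmrn1 211 and Flt4 105 in the lymphatic-like subcluster, all of them in replicate 2, since none of its nuclei came from replicate 1. In the clustering of all nuclei, a lymphatic-like cluster held 24 nuclei, 2 of them from replicate 1. In the largest endothelial subcluster of replicate 2, with 313 nuclei, Ccl21a had 5 UMIs, Mmrn1 5 and Flt4 46. The lymphatic-like subcluster made up 5.11% of the endothelial-like nuclei of replicate 2.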

Intriguingly, by comparing the endothelial subpopulation distribution in 2-month-old versus 26-month-old mice, we observed that with increasing age, Endothelial1 increases while Endothelial2 decreases (Fig. 3H). Additionally, compared to SAT, we identified a higher number of Endothelial2 subpopulations in VAT (Fig. S3C,D).

### Age-driven modulations in immune cell subpopulations

Aging profoundly influences the immune landscape, inducing alterations in the distribution and functionality of diverse immune cell subpopulations. Comprehending these variations is critical for elucidating the age-associated vulnerabilities and therapeutic targets. SAT and VAT have emerged as critical dysfunction nodes during aging, contributing notably to pathophysiological shifts^19^. Delving into the intricacies of immune cell malfunctions within these adipose tissues may enrich our understanding of age-associated immune-metabolic deviations.

In our examination, immune cells in adipose tissues were methodically clustered. From an initial assembly of immune cell-origin nuclei (n = 8850), re-clustering identified four prominent subpopulations (Table S4). 

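The immune-like nuclei of young VAT fell into 6 subclusters of 800, 219, 128, 118, 53 and 25 nuclei. Subclusters were named by markers against the other immune-like subclusters, and the first and second stayed unnamed. Of the 800 nuclei of the first, 775 were in the cluster of 870 nuclei that had macrophage markers against the other clusters. The fourth held T and NK cell markers, the fifth macrophage markers and the sixth dendritic cell markers. The third held adipocyte markers, with a mean Scrublet doublet score 1.92 and 3.39 times that of the other immune-like nuclei in replicates 1 and 2. No subcluster was named by B cell markers. Subclusters 1, 2, 3 and 5 had at least 20 nuclei in each library and were tested against each other.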

Via a comprehensive differential expression and pathway assessment, we were able to annotate these clusters: two were designated as macrophage subtypes known as M1 (marked by genes including *Cacnb3* and *Fscn1*, n = 779) and M2 (expressing *Adgre1*, *Lyz2*, and *Ccl6*, n = 2208), while the other two subtypes denoted T cells (*Skap1* and *ll7r*, n = 4126) and B cells (*Ms4a1* and *Cd79b*, n = 1737) (Fig. 4A,B). 

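Of these 9 genes, 3 could be tested in young VAT. All 3 differed between the subclusters with an adjusted p under 0.05 in edgeR's test, also 3 when adjusted over the list alone. Of all 5314 genes tested, 2517 differed, so that passing says little about a single gene. With the nuclei of highest doublet score removed, which moved the count most among the tests, 1 of 4 differed. There, the subcluster with macrophage markers held 8 nuclei in replicate 1 and was not tested, so the counts are not of like subclusters. Lyz2 was at 10407 and 9202 CPM in the fifth subcluster and at 1626 and 1340 CPM in the largest (adjusted p = 6.5e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adgre1 was at 1714 and 2007 CPM in the fifth subcluster and at 662 and 736 CPM in the largest (adjusted p = 2.7e-09 from edgeR's test). Ccl6 was at 939 and 145 CPM in the fifth subcluster, at 844 and 477 CPM in the second and at 722 and 602 CPM in the largest (adjusted p = 8.1e-05 from edgeR's test). Skap1 had 29 and 312 UMIs and Il7r 2 and 52 UMIs in the T and NK-like subcluster of 14 and 104 nuclei. In the dendritic-like subcluster of 7 and 18 nuclei, Fscn1 had 6 and 9 UMIs, in 1 nucleus of each library, and Cacnb3 had 0 and 15 UMIs, the latter in 1 nucleus. Over all immune-like nuclei, Cacnb3 had 3 and 19 UMIs, Ms4a1 6 and 21, and Cd79b 4 and 23. Cacnb3 was at a higher level in mesothelial-like nuclei, 20.3 and 23.5 CPM, than in immune-like nuclei, 5.40 and 7.25 CPM. Immune-like nuclei with a UMI of Cacnb3 or Fscn1, 9 and 25 in number, had 2 and 13 UMIs of a list of M1 genes, the 2 in 1 nucleus, which is 58.3 CPM (7.06 to 211) and 175 CPM (93.3 to 299.8), and the other immune-like nuclei held the list at 186 CPM (151 to 227) and 170 CPM (155 to 187). These intervals cover counting error only, and the UMIs are too few to show or to exclude a difference. They held a list of mature dendritic genes at 671 and 850 CPM, against 109 and 118 CPM in the others, but 20 of the 23 UMIs of this list in replicate 1 and 58 of the 63 in replicate 2 were in 1 nucleus. Without that nucleus, the levels were 95.6 and 73.5 CPM.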

In the older cohort, the proportion of M1 increased from 6.1 to 15.4%. The proportion of M2 increased from 23.4 to 28.5% (Fig. 4C,D). Clearly, both B and T cell proportions dwindled alongside advancing age (Fig. 4E). A corresponding exploration comparing SAT and VAT uncovered inherent differences in immune cell composition between these fat reservoirs. VAT exhibited a preponderance of M2 macrophages and a paucity of M1 macrophages compared to SAT (Fig. S4A). Corroborating this, both B and T cell fractions were substantially diminished in VAT compared to SAT (Fig. S4A-B). Subsequently, immunofluorescence was used for further validation. *Skap1* was identified as a marker for T cells^20^, *Cd79b* for B cells^21^, *Cacnb3* for M1 macrophages, and *Lyz2* for M2 macrophages (Fig. 4E).

**Figure 4:**
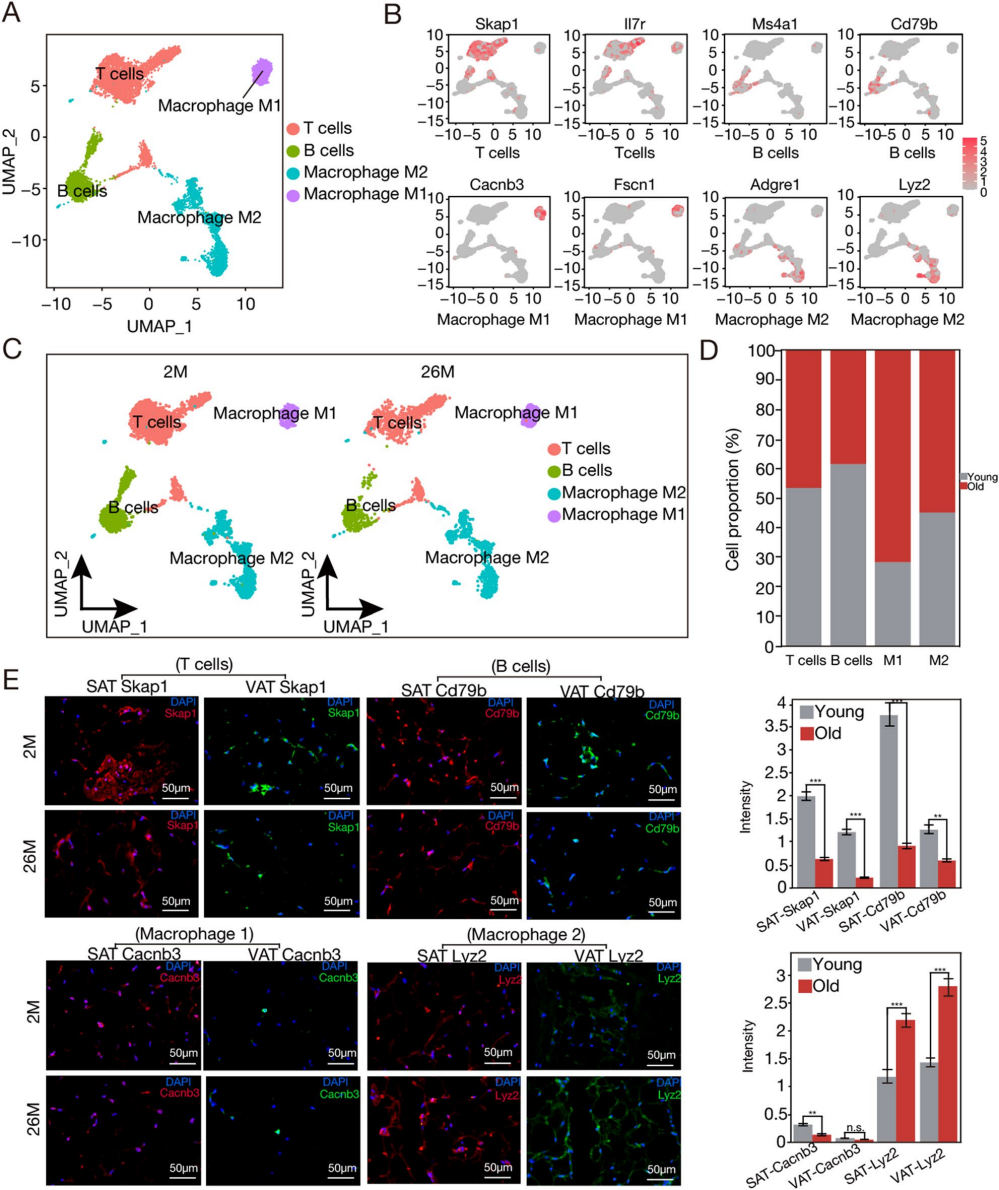
Aging results in a reduction of immune cell subtypes. (**A**) Uniform manifold approximation and projection (UMAP) of immune subpopulations. The embedding depends on the 1000 most variable genes, and the first 16 harmonized principal components present. Cluster characterization was executed based on the UMAP embedding. (**B**) Identification of marker genes within immune subpopulations. Representation of an analysis of B cells, T cells, M1 macrophages, and M2 macrophages. (**C**) UMAP depiction of cellular subtypes within immune cell populations in specimens at 2 months and 26 months. (**D**) Chart of immune cell subgroup proportions during aging. (**E**) Immunofluorescence staining-based identification of distinct immune cell subsets. *Cd79b* acted as a proxy for B cells, *Skap1* indicated T cells, *Cacnb3* represented M1 macrophages, and *Lyz2* signified M2 macrophages. Within this characterization, SAT was indicated in red, while VAT was denoted in green. Comparative analyses were performed based on fluorescence intensity and the abundance of these markers (scale bars represent 50 μm). Right figure shows the intensity of immunofluorescence.

### Age-associated diminution in FAPs subpopulations

Given the intrinsic capacity of fibro-adipogenic progenitors (FAPs) to differentiate into adipocytes and their pivotal role in lipid biosynthesis and metabolism, we conducted a refined re-clustering analysis of FAPs, aimed at elucidating their nuanced functionalities within adipose tissue dynamics during aging.

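The FAP-like nuclei of young VAT fell into 3 subclusters. The first held 1011 nuclei, 73.4% of the FAP-like nuclei of replicate 1 and 64.1% of replicate 2, and the second 405 nuclei, 21.0% and 27.3%. The third, with 126 nuclei, held adipocyte markers, with Plin1 at 816 and 650 CPM against 121 and 81.4 CPM in the other FAP-like nuclei, and a mean Scrublet doublet score 3.95 times that of the rest in both libraries. It had 14 nuclei in replicate 1 and was left out of the test between subclusters, which covered 9059 genes. Of 8 genes that the text names for FAP subpopulations (Gsn, Ebf1, Il1rapl1, Asic2, Magi1, Syne2, S1pr3 and Bst1), 2 of the 6 that could be tested differed between the first and the second subcluster, and 2 when adjusted over the list alone. The alternatives that moved this count most were DESeq2 with its size factors, the fit without the library as a block and a mitochondrial limit of 5%, which each gave 0, and a resolution of 0.3, which gave 4. At an unadjusted p under 0.05, they gave 2, 1, 1 and 5.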

The reclassification of FAPs (n = 6024) produced four discrete subsets (Table S5). Initial characterization of these cohorts was achieved via differential gene expression and pathway assessments, resulting in their annotation as FAP1 through FAP4. 

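In the FAP-like nuclei of young VAT, Gsn was at 16147 and 6161 CPM in the first subcluster and at 13578 and 4045 CPM in the second, a log2 fold change of 0.55 (SE 0.15, adjusted p = 0.0075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives, the adjusted p of Gsn ranged from 0.00111 to 1.00 and was above 0.05 in 5 of 7. Ebf1 was at 2359 and 2620 CPM in the first subcluster and at 2317 and 4048 CPM in the second (adjusted p = 0.716 from edgeR's test), and at 2094 and 2127 CPM in endothelial-like nuclei. Gsn was at 2195 and 487 CPM in adipocytes.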

FAP1 is identified by the expression of preadipocyte/adipose stem cell identifiers (including *Gsn* and *Ebf1*, n = 2498). 

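Il1rapl1 was at 41.5 and 146 CPM in the first FAP subcluster of young VAT and at 31.5 and 105 CPM in the second (adjusted p = 0.578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Asic2 was at 51.9 and 150 CPM in the first and at 41.9 and 150 CPM in the second (adjusted p = 0.967 from edgeR's test). At a resolution of 0.3, the adjusted p between subclusters was 1.3e-04 for Il1rapl1 and 0.0126 for Asic2 in edgeR's test, and over the other alternatives neither was under 0.05. Both genes were higher in mesothelial-like nuclei, Il1rapl1 at 678 and 919 CPM against 44.2 and 119 CPM in all FAP-like nuclei and Asic2 at 702 and 1105 CPM against 46.0 and 128 CPM. The genes are 1375 and 1088 kb long. At the level per kilobase of odorant and vomeronasal receptor genes, a measure of background, FAP-like nuclei would hold Il1rapl1 at 112 and 111 CPM and Asic2 at 88.6 and 88.2 CPM, and mesothelial-like nuclei would hold them at 284 and 271 CPM and at 225 and 214 CPM.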

FAP2 exhibits advanced preadipocyte characteristics (exemplified by the expression of *II1rapI1* and *Asic2*, n = 1090), suggesting that FAP2 indicates bona fide preadipocytes. 

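Magi1 was at 77.9 and 122 CPM in the first FAP subcluster of young VAT and at 241 and 246 CPM in the second, a log2 fold change of 1.11 for the second (SE 0.27, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Magi1 ranged from 0.00171 to 0.197 over the alternatives and was above 0.05 in 3 of 7. Syne2 was at 252 and 421 CPM in the first subcluster and at 210 and 315 CPM in the second (adjusted p = 0.330 from edgeR's test). Magi1 was at 107 and 154 CPM in all FAP-like nuclei and at 624 and 1014 CPM in endothelial-like nuclei.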

FAP3 encompasses cells expressing genes linked to fibrosis and extracellular matrix accumulation (indicated by expressions of genes such as *Magi1* and *Syne2*, n = 2336). Finally, FAP4 comprises a substantial number of cells involved in adaptive immunity (marked by the expression of genes including *S1pr3* and *Bst1*, n = 100) (Fig. 5A,B). 

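In all FAP-like nuclei of young VAT, S1pr3 had 8 and 28 UMIs and Bst1 1 and 7 UMIs, too few for the test between subclusters. Without the filter on low counts both entered the test, and 2 of the 8 FAP subpopulation genes passed. S1pr3 was at 214 and 75.7 CPM in smooth muscle nuclei (log2 fold change 4.55, SE 0.49) and at 14.7 and 8.23 CPM in FAP-like nuclei. Bst1 was at 84.7 and 27.5 CPM in immune-like nuclei (log2 fold change 5.11, SE 0.53) and at 1.84 and 2.06 CPM in FAP-like nuclei.

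**Figure D3:**
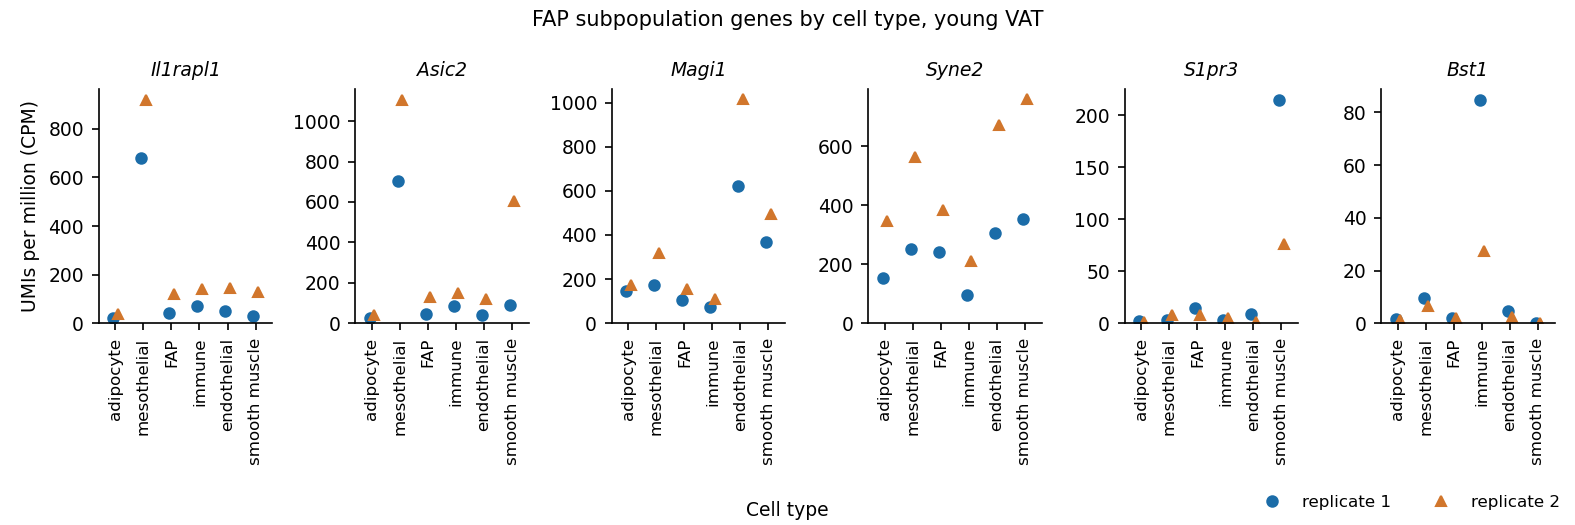
Levels of 6 of the 8 genes named for the FAP subpopulations in each cell type of young VAT, in CPM, with a point per library. FAP-like nuclei are not the highest for any of these 6 genes, and Il1rapl1 in mesothelial-like nuclei reaches 919 CPM. The other named genes are not shown and are not in this tally.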

Intriguingly, when contrasting the preadipocyte subpopulation compositions across the 2-month and 26-month time points, we identified that aging prompted an augmented relative number of FAP3. Conversely, the proportions of FAP1 and FAP2 underwent clear reductions, while the ratio of FAP4 remained generally stable (Figs. 5C,D, S5A,B). Furthermore, when investigating the preadipocyte distribution over both SAT and VAT locales, distinctions in adiposity conditions became clear. Notably, within VAT, there was a pronounced increase in the proportions of FAP2, and FAP3 compared to their SAT counterparts (Fig. S5A). Subsequently, immunofluorescence was used for further validation. SAT was marked in red, while VAT was identified in green, consistent with the snRNA-seq findings (Fig. 5E).

**Figure 5:**
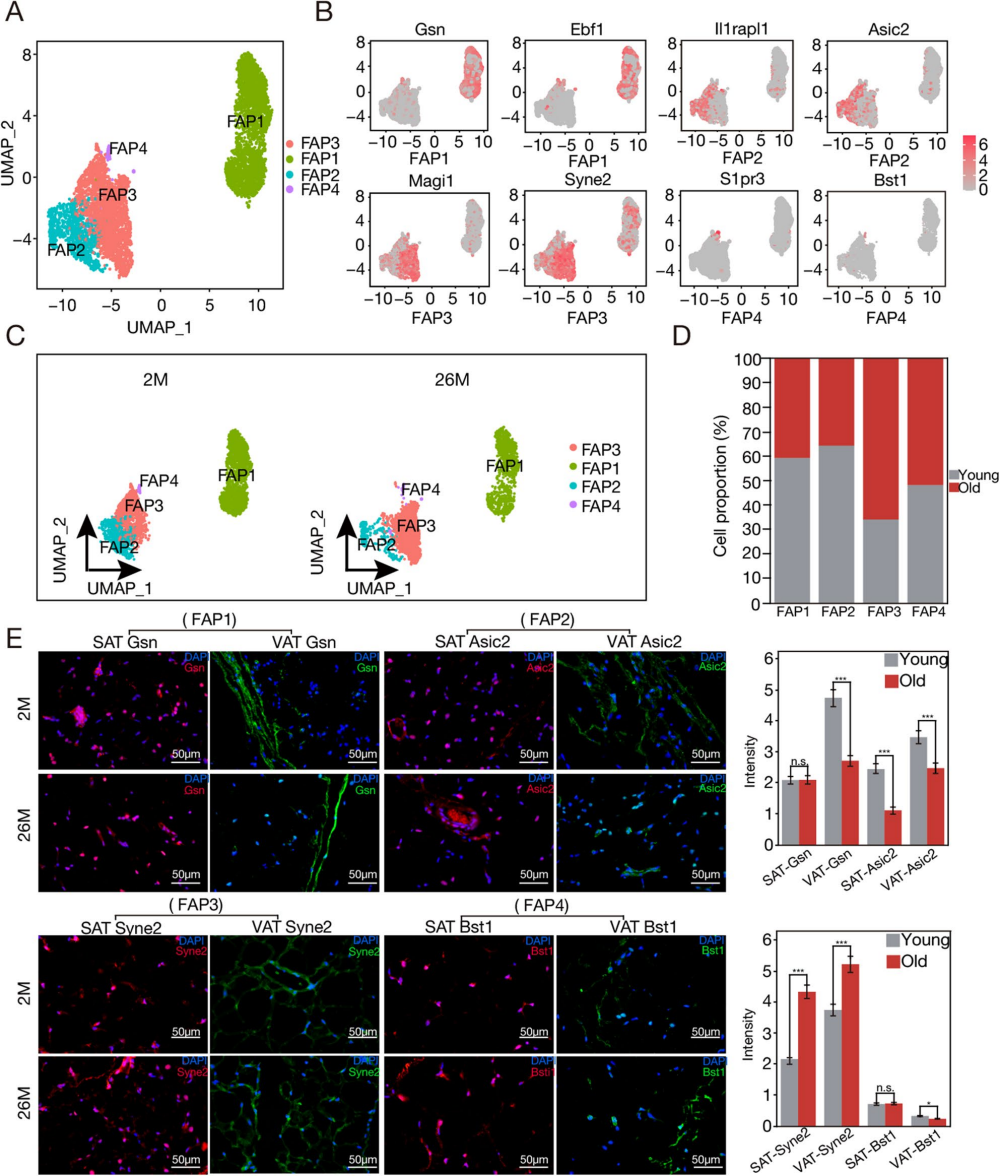
Aging leads to a change in FAPs subpopulations. (**A**) Uniform Manifold Approximation and Projection (UMAP) representation of fibro-adipogenic progenitor (FAP) subpopulations. The embedding is established based on the 1000 most variable genes and the primary 16 harmonized principal components. Clustering was performed according to the UMAP embedding. (**B**) Definition of marker genes within FAP Subpopulations. A detailed examination of FAP1, FAP2, FAP3, and FAP4. (**C**) UMAP illustrations of cellular subtypes within FAP populations in 2-month-old and 26-month-old specimens. (**D**) Chart of FAPs subgroup proportions during aging. (**E**) Using immunofluorescence staining, distinct subpopulations of FAPs were identified. *Gsn* was indicative of FAP1, *Asic2* represented FAP2, *Syne2* identified FAP3, and *Bst1* signified FAP4. Within this framework, SAT was identified in red, while VAT was defined in green. Analyses were conducted according to both fluorescence intensity and the relative abundance of these markers (scale bars represent 50 μm). Right figure shows the quantification of immunofluorescence.

### Mouse SAT and VAT harbor diverse adipose tissue subpopulations

In fat tissue, fat cells have important jobs like storing energy, releasing hormones, controlling inflammation and the immune system, and keeping the body’s structure stable. As we get older, these cells start to change in how they store energy and work. To better understand these changes as mice age, we studied fat cells closely and looked at how they adapt during the aging process.

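In young VAT, the adipocyte-like nuclei fell into 3 subclusters of 6525, 824 and 171 nuclei. The first held 88.9% and 86.1% of adipocyte-like nuclei in replicates 1 and 2, the second 8.03% and 11.9%, and the third, which had the markers of several other cell types, 3.05% and 2.03%. Adipor2 was at 1735 and 1645 CPM in the first and at 1734 and 1483 CPM in the second, and Plin4 at 716 and 382 CPM and at 443 and 392 CPM. Adipoq was at 981 and 360 CPM in the first, at 596 and 244 CPM in the second and at 2371 and 1757 CPM in the third. Median UMIs per nucleus were 4351 in the first, 6951.5 in the second and 2666 in the third.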

Adipocytes constituted the first large population of nuclei (n = 14,524), which were divided into two distinct subpopulations (Table S6), all of which expressed significantly elevated levels of classical adipocyte markers, including *Adipor2*, *Adipoq*, and *Plin4* compared to the remaining nuclei (Fig. 6A,B). These subpopulations were uncovered via meticulous differential gene expression and pathway exploration. 

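Eepd1 was at 652 and 596 CPM in the largest adipocyte subcluster of young VAT, at 213 and 209 CPM in the second and at 447 and 313 CPM in the third, and differed between them (adjusted p = 0.0069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tshr was at 1457 and 1330 CPM in the largest, at 357 and 481 CPM in the second and at 1023 and 486 CPM in the third (adjusted p = 0.0161 from edgeR's test). Among the alternatives, the adjusted p of Tshr ranged from 7.3e-14 to 1.00, at 0.0632 without the library as a block. Of Eepd1, Tshr, Cidea, Acacb, Ppara and Esrrg, 6 of 6 differed between the subclusters, and 6 when adjusted over the list alone. Without integration of the libraries, the alternative that moved this count most, 3 differed, but the subclusters then followed the libraries, since 1 of them held 95.3% of the adipocyte-like nuclei of replicate 1 and 1.91% of those of replicate 2, and the counts are not of like subclusters.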

The “Adipocyte1” cohort, defined by factors such as *Eepd1* and *Tshr* (n = 13,318), was linked to RNA editing, DNA transcription, and mRNA metabolism, and appears in the nascent phase of adipogenesis. At this juncture, essential molecular activities such as DNA replication, transcription, and translation become pivotal, orchestrating foundational steps for adipogenesis, thus, we define 'Adipocyte1' as nascent. Contrastingly, the “Adipocyte2” cluster mirrors mature adipocytes (n = 1163). 

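In young VAT, the second adipocyte subcluster held 142 nuclei in replicate 1 and 682 in replicate 2. Esrrg, which Fig. 6B shows for Adipocyte2, was at 380 and 356 CPM in this subcluster and at 21.7 and 27.0 CPM in the largest, a log2 fold change of 4.34 against the mean of the other subclusters (adjusted p = 4.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether the nuclei of this subcluster are mature was not tested here.

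**Figure D4:**
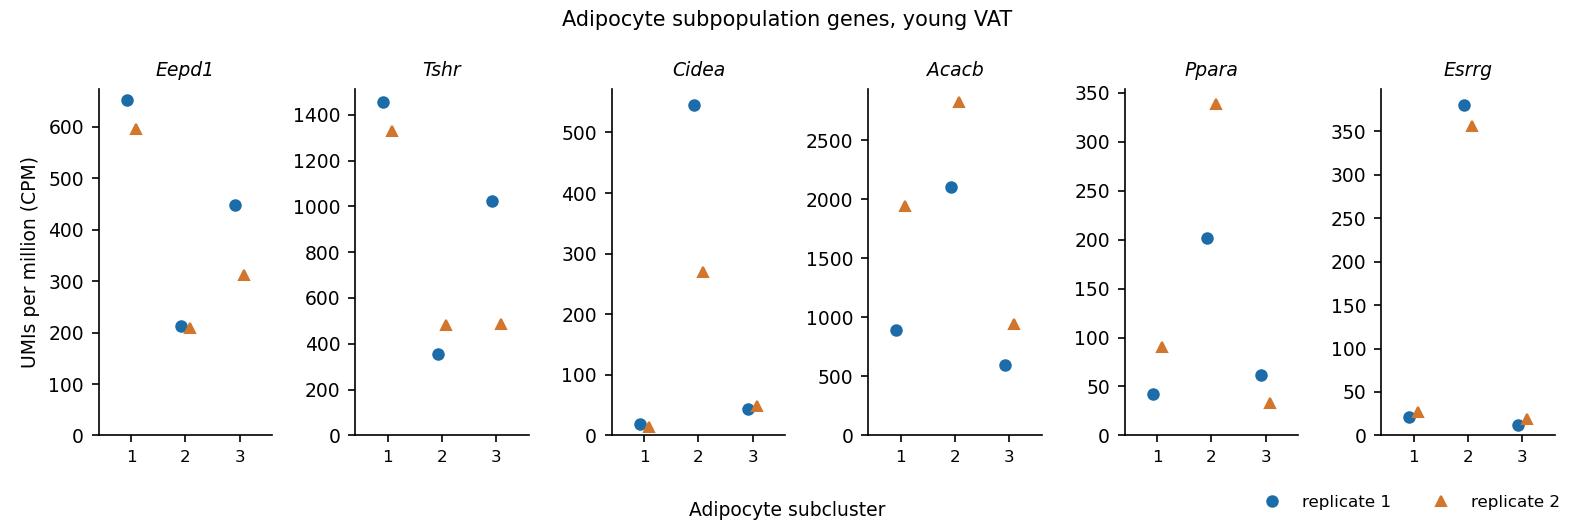
Levels of 6 genes in the 3 adipocyte subclusters of young VAT, in CPM, with a point per library. Eepd1 and Tshr are highest in subcluster 1, and Cidea, Acacb, Ppara and Esrrg are highest in subcluster 2 of both libraries.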

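Cidea was at 545 and 270 CPM in the second adipocyte subcluster of young VAT, at 19.5 and 13.9 CPM in the largest and at 42.9 and 49.1 CPM in the third, a log2 fold change of 3.88 for the second (SE 0.26, adjusted p = 4.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppara was at 202 and 339 CPM in the second and at 42.5 and 90.4 CPM in the largest (log2 fold change 2.53, SE 0.30, adjusted p = 4.4e-05 from edgeR's test). Acacb was at 2101 and 2823 CPM in the second and at 889 and 1946 CPM in the largest (log2 fold change 1.43, SE 0.34, adjusted p = 0.0156 from edgeR's test). Between the subclusters, the adjusted p of Acacb ranged from 2.3e-06 to 0.839 over the alternatives, at 0.0688 without the library as a block.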

Their transcriptomic landscape, enriched in genes pivotal to lipid biosynthesis, the TCA cycle, glucagon responsiveness, and adipocyte-specific transcription regulators (e.g., *Cidea*, *Acacb*, *Ppara*), identifying them as glucagon-sensitive entities adept at de novo adipogenesis, hence, we define ‘Adipocyte2’ as mature. When comparing the compositions of SAT and VAT adipocytes across different ages, it can be observed that the proportion of Adipocyte1 increases with age, while the proportion of Adipocyte2 decreases as age progresses (Figs. 6C,D, S6A,B).

**Figure 6:**
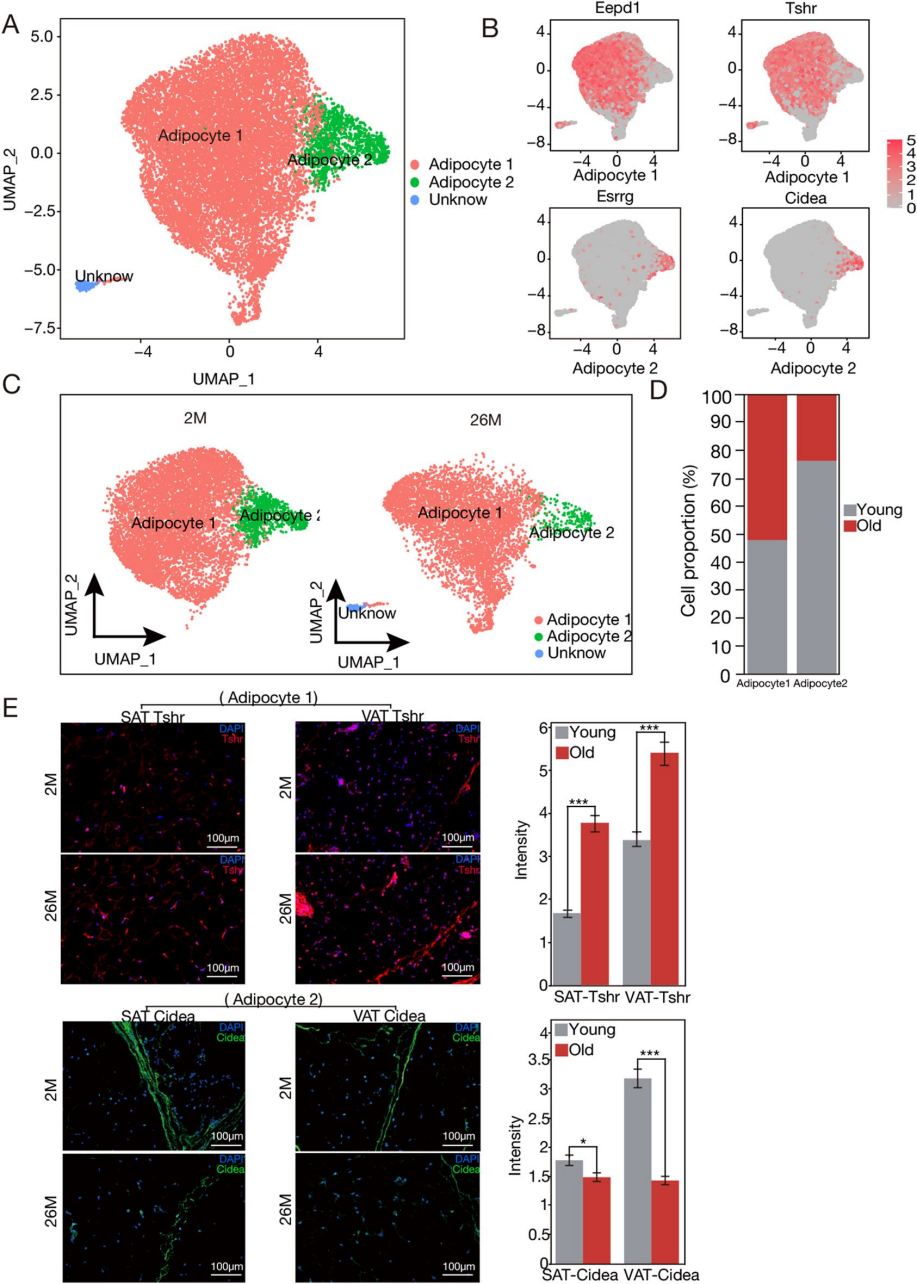
Adipocyte subpopulations in white adipose tissue are changed by aging. (**A**) Uniform manifold approximation and projection (UMAP) visualization of adipocyte subpopulations. The embedding is based on the 1000 most variable genes and the first 16 harmonized principal components. Clustering was conducted using the UMAP embedding. (**B**) Description of marker genes within adipocyte subpopulations. Detailed examination of Adipocyte1 and Adipocyte2 subpopulations. (**C**) UMAP illustrations of cellular subtypes within adipocyte populations in 2-month-old and 26-month-old specimens. (**D**) Chart of adipocytes subgroup proportions during aging. (**E**) Adipocyte subgroups Adipocyte1 and Adipocyte2 were identified through immunofluorescence staining. *Tshr* (identified in red) represents Adipocyte1, whereas *Cidea* (marked in green) represents Adipocyte2. Comparative analysis was performed according to the fluorescence intensity and abundance of the markers. The left image displays *Tshr* immunofluorescence in SAT and VAT, while the right image illustrates *Cidea* immunofluorescence in SAT and VAT (scale bars represent 100 μm). Right figure shows the quantification of immunofluorescence.

To corroborate the age-associated diversity within distinct adipocyte subsets, we performed staining of SAT and VAT in mice. Followed by quantification of the relative abundance of thyrotropin hormone receptor (*Tshr*) and cell death-inducing DFFA-like effector a (*Cidea*) using immunofluorescence microscopy. 

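In young VAT, Tshr was at 1330 and 1188 CPM in adipocytes, a log2 fold change of 2.77 (SE 0.14) against the mean of the other cell types. Tshr lies on chromosome 12 of GRCm39 from 91351337 to 91517124. After thinning to 1000 UMIs, which left out no adipocyte nucleus, 60.7% (58.3 to 62.9%) of adipocyte nuclei of replicate 1 and 57.2% (55.9 to 58.5%) of replicate 2 held a Tshr UMI, against 10.5% (6.96 to 15.0%) and 13.1% (11.3 to 15.1%) of FAP-like nuclei, 20.9% (17.2 to 25.0%) and 18.9% (17.5 to 20.2%) of mesothelial-like nuclei, 15.9% (8.24 to 26.7%) and 14.8% (11.5 to 18.7%) of endothelial-like nuclei and 10.6% (7.09 to 15.0%) and 12.5% (10.6 to 14.6%) of immune-like nuclei. Without thinning, the shares were 80.9% and 88.0% in adipocytes, 16.5% and 21.7% in FAP-like nuclei and 28.1% and 26.2% in mesothelial-like nuclei. Median UMIs per nucleus were 2771 and 5266 in adipocytes, 1772 and 2083.5 in FAP-like, 1539 and 1588 in mesothelial-like, 2030.0 and 1685 in endothelial-like and 1636 and 1877.5 in immune-like nuclei.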

Our snRNA-seq data indicate active transcription of the *Tshr* gene in adipocytes, suggesting a potential role for *Tshr* in these cells. Further experiments are necessary to precisely define *Tshr* protein’s localization and function. Research implies *Tshr’s* involvement in triglyceride synthesis regulation via glycerophosphoryl transferase 3^22^, highlighting its significant impact on adipocyte growth, differentiation, and various secretory functions, thereby playing a crucial role in fatty acid synthesis. *Cidea*, localized on lipid droplet surfaces, the endoplasmic reticulum, and the nucleus, has been found to interact with AMPK’s beta subunit, enabling its ubiquitination and degradation. In *Cidea* knockout mice, AMPK protein levels and enzymatic activity were elevated, promoting fatty acid beta-oxidation. Therefore, *Cidea* plays a critical role in lipolysis. *Tshr* and *Cidea* were distinct markers for Adipocyte1 and Adipocyte2 subpopulations, respectively, in our research. 

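In adipocyte nuclei of young VAT thinned to 1000 UMIs, 37.5% (27.4 to 48.5%) of nuclei with a Cidea UMI and 61.9% (59.5 to 64.2%) of those without also held a Tshr UMI in replicate 1. In replicate 2, the shares were 31.2% (25.0 to 37.8%) and 58.2% (56.9 to 59.5%). The odds ratio of the 2 genes in a nucleus was 0.370 and 0.325, a mean of 0.347 ± 0.0316 (SD, n = 2). Thinning to 2000 UMIs, which left out 541 and 401 nuclei, gave odds ratios of 0.201 and 0.392, a mean of 0.297. No thinning, which moved the mean most, gave 0.453 and 0.484, a mean of 0.469. In replicate 1, thinning to 2000 UMIs moved the value more. Cidea lies on chromosome 18 of GRCm39 from 67476317 to 67501224. A Cidea UMI was seen in 40.1% and 19.5% of nuclei of the second adipocyte subcluster and in 1.72% and 1.53% of the largest, beside 2.02% and 0.927% of FAP-like nuclei. In these groups, median UMIs per nucleus before thinning were 4021.5 and 7322 in the second subcluster, 2644 and 5050 in the largest, and 1772 and 2083.5 in FAP-like nuclei. Without thinning, the shares were 66.2% and 52.5%, 5.02% and 5.23%, and 2.02% and 2.24%.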

Corresponding to snRNA-seq observations, SAT and VAT from aged mice generally displayed limited relative fluorescence signals for both *Tshr* and *Cidea*. Conversely, young mice exhibited high relative fluorescence signals for both markers within SAT and VAT (Fig. 6E).

### Predicting the transcriptional trajectories among adipocyte subgroups in vivo during aging using snRNA-seq

Due to the presence of 13,318 nuclei in Adipocyte1, we wanted to further categorize the cells based on their function. Therefore, we re-clustered Adipocyte1 and annotated the clusters as Adipocyte1A and Adipocyte1B (Figs. 7A, S7A). Further functional enrichment analysis revealed that Adipocyte1A is mainly involved in early adipocyte protein transcription and translation (Fig. S7B), while Adipocyte1B is primarily involved in the formation of intermediates.

**Figure 7:**
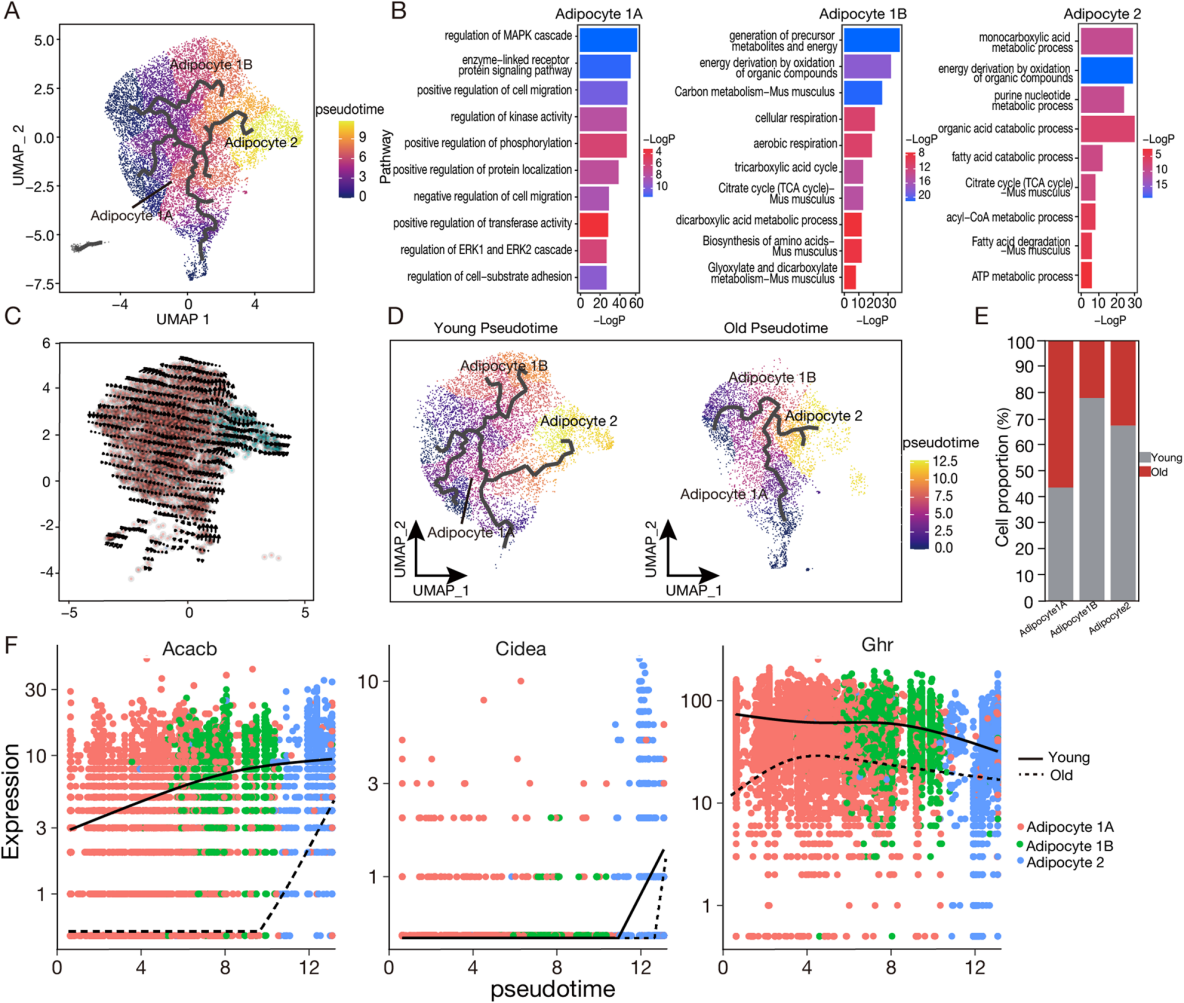
Reconstruction of adipogenesis in vivo. (**A**) UMAP visualization of the pseudotemporal trajectory of adipocyte subpopulations. (**B**) Functional enrichment analysis of Adipocyte1-A, Adipocyte1-B, and Adipocyte2. (**C**) UMAP representation of RNA velocity across adipocyte subpopulations. (**D**) UMAP trajectories of adipocyte subpopulations from young and old mice. The left panel depicts young mice, while the right represents old mice. (**E**) The quantity of Adipocyte1-A, Adipocyte1-B, and Adipocyte2 in 2-month-old and 26-month-old mice. (**F**) Gene expression trajectories for *Acacb*, *Cidea*, and *Ghr* across adipocyte subpopulations in young and old mice. The plots display individual expression levels within three identified adipocyte subtypes (Adipocyte 1A, Adipocyte 1B, and Adipocyte2) over pseudotime. Solid lines represent the expression trend for young mice, while dashed lines indicate the trend for old mice.

To investigate the transcriptional regulatory pathways within these adipocyte subpopulations, we used snRNA-seq data for pseudotime trajectory and RNA velocity analyses^23^. Using Monocle, we identified three pseudotime trajectories: two transitioning from Adipocyte1 to Adipocyte2, with gene enrichment analysis showing their involvement in early adipocyte protein synthesis, labeled as Adipocyte1A, and one representing a self-transition within Adipocyte1, involved in precursor formation, intermediate metabolism, and fatty acid synthesis intermediates, labeled as Adipocyte1B (Fig. 7A,B). Based on pseudotime trajectories, we confirmed Adipocyte1’s capacity to transition to Adipocyte2, and from these results, we inferred that Adipocyte1B represents an intermediate state transitioning from Adipocyte1 to Adipocyte2. RNA velocity landscapes revealed transcriptional directionality from Adipocyte1 to Adipocyte2, with Adipocyte2 exhibiting the most significant RNA velocity characteristics (Fig. 7C).

To gain deeper insights into the transcriptional trajectory alterations within adipocyte subpopulations during the aging process, we conducted pseudotime trajectory analysis of adipocytes from young and old mice (Fig. 7D, Table S7-1, 2). Notably, in 26-month-old mice, the pseudotime trajectory of Adipocyte1-B disappeared, alongside a significant reduction in its cell population (Fig. 7E), confirming the profound impact of aging on the differentiation of adipocyte subgroups. Additionally, we analyzed the developmental trajectories of young and old mice individually and observed that Adipocyte2 in both age groups exhibited high expression of specific module genes (Module6 in young mice Adipocyte2 and Module1 in old mice Adipocyte2) (Fig. S7C,D). Further exploration of the dominant genes within these highly expressed modules, including the top 20 genes mentioned in the text, revealed that key genes associated with adipose synthesis and metabolism, such as *Cidea*, *Ghr*, and *Acacb*, show higher expressions in young mice compared to old mice (Fig. 7F).

### Ligand–receptor analysis reveals the interactions between FAPs and adipocytes across different age groups

Given the inherent capability of FAPs to undergo adipogenic transformation, our aim is to elucidate the impact of aging on the interplay between FAPs and adipocytes. We employed advanced computational methods to assess the ligand–receptor (L–R) interaction activity across these cellular subpopulations.

Our integrative analysis identified 270 potential ligand–receptor (L–R) interaction pairs between adipocytes and FAPs in young mice, and 185 such pairs in aged mice. This suggests a decline in intercellular communication during aging (Fig. S8A). 

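In young VAT, 3 of the 4 genes Nampt, Sema3a, Angpt1 and Fgf10 were higher in adipocytes than in the mean of the other cell types with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 when adjusted over the list alone. With the adjustment over all genes the count was 3 under every alternative, and over the list alone it was 4 under a mitochondrial limit of 5%. Angpt1 was at 129 and 398 CPM in adipocytes (log2 fold change 1.68, SE 0.16), Nampt at 206 and 228 CPM (1.58, SE 0.16) and Fgf10 at 219 and 227 CPM (1.99, SE 0.16). Fgf10 was also at 184 and 243 CPM in FAP-like nuclei. Sema3a was at 50.4 and 76.4 CPM in adipocytes, at 215 and 324 CPM in mesothelial-like nuclei and at 521 and 478 CPM in smooth muscle nuclei. Its log2 fold change in adipocytes was -0.51 (SE 0.17, adjusted p = 0.0103 from edgeR's test), and 0.49 (SE 0.25, adjusted p = 0.106 from edgeR's test) under a mitochondrial limit of 5%, where the mesothelial and smooth muscle nuclei were not in the comparison.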

In young mice, adipocytes overexpressed ligands such as *Nampt*, *Sema3a*, *Angpt1*, and *Fgf10*, while in the aged mice, there was a proclivity towards *Adipoq* expression. This expression alteration resulted in a significant reduction in L–R interactions in the aged mice, particularly influencing the impact of adipocytes on FAPs (Fig. 8A). Further dissection of the communication between adipocytes and FAPs identified 11 specific L–R pairs that exhibited tighter associations in either the young or aged mice (Fig. 8B). Notably, interactions like Pdgfc–Pdgfra and Gas6–Axl were exclusive to young mice, while Angptl4–Sdc4, Angptl4–Sdc2, and Angptl4–Cdh11 manifested only in aged mice. A similar communication pattern was identified between Adipocyte2 and FAPs, with young mice exhibiting a greater abundance of shared L–R pairs (Fig. 8B,C). Examining the communication from FAPs to adipocytes, the young mice demonstrated 127 interaction pairs, as opposed to 85 in aged mice, further confirming the detrimental impact of aging on cellular communication (Fig. 8D). In the young, FAPs were engaged in extensive cross-talk with both Adipocyte1 and Adipocyte2 subpopulations, facilitated by interactions like *Rarres2*, *Gas6* with *Cmklr1*, *Mertk*, and others (Fig. 8E,F). Such interactions were reduced or absent in the aged cohort Collectively, our findings highlight a significant reduction in the communication between Adipocytes and FAPs during the aging process. 

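In young VAT, Rarres2 was at 149 and 123 CPM in FAP-like nuclei, a log2 fold change of 1.58 (SE 0.19, adjusted p = 1.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 199 and 206 CPM in mesothelial-like nuclei. Cmklr1 was at 239 and 205 CPM in adipocytes (log2 fold change 1.91, SE 0.17) and at 216 and 181 CPM in immune-like nuclei. Gas6 was at 60.8 and 106 CPM in FAP-like nuclei, a log2 fold change of -1.55 (SE 0.20, adjusted p = 9.2e-09 from edgeR's test), and at 814 and 931 CPM in mesothelial-like and 461 and 497 CPM in immune-like nuclei. Mertk was at 40.0 and 95.9 CPM in adipocytes and did not differ from the mean of the other cell types (log2 fold change -0.13, SE 0.18, adjusted p = 0.547 from edgeR's test). Of these 4 genes, 2 were higher in the cell type that the text gives them, 2 when adjusted over the list alone and 2 under every alternative.

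**Figure D5:**
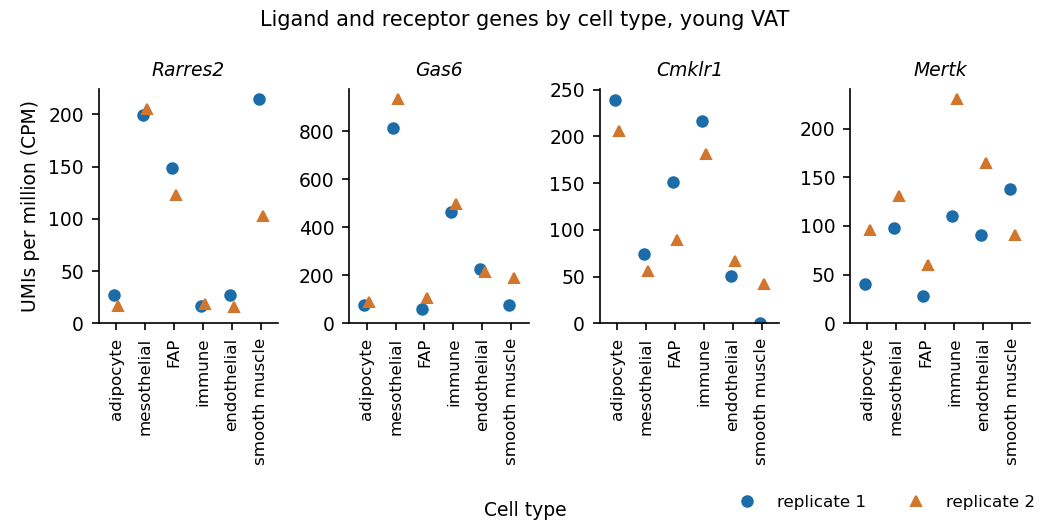
Levels of Rarres2, Gas6, Cmklr1 and Mertk in each cell type of young VAT, in CPM, with a point per library. Gas6 is highest in mesothelial-like nuclei, at 814 and 931 CPM.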

Employing a consistent approach, we investigated the interplay between adipocytes and immune cells, mesothelial cells, and endothelial cells. Our findings signify that aging declines the interactions between them, suggesting that aging may have detrimental influences on the crosstalk between adipocytes and other cellular entities (Fig. S8B–F).

**Figure 8:**
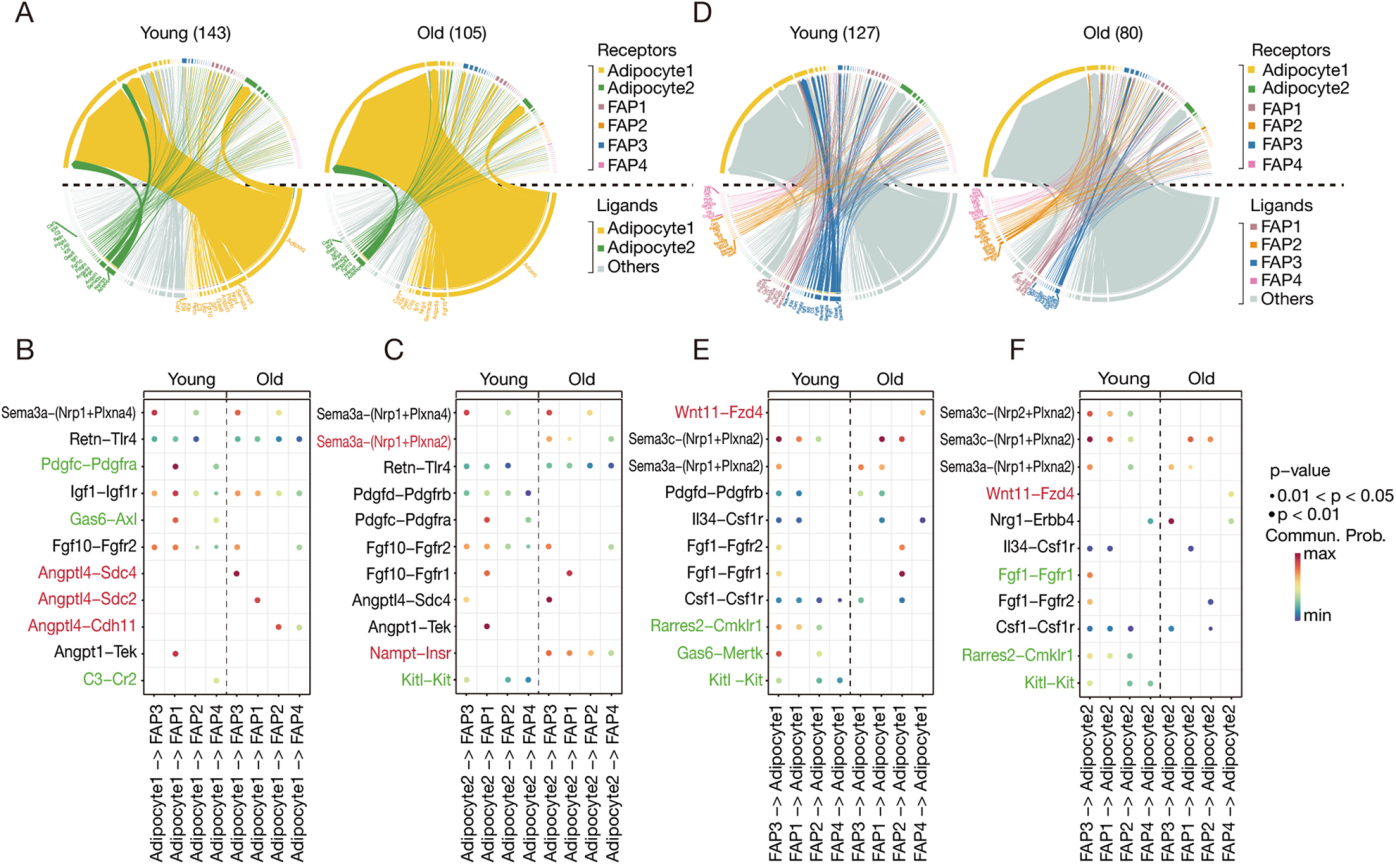
Investigation of Ligand–receptor (L–R) interactions across subgroups of adipocytes, FAPs, and other cell types in 2-month-old and 26-month-old mice. (**A**) Chord diagrams displaying intercellular L–R interactions in adipocyte subpopulations and FAPs in young (left) and old (right) mice. Ligands differentially expressed by adipocytes are below the dashed line, while receptors overexpressed in the receiving cells (consisting of both adipocytes and FAPs) are situated above. Communications from adipocytes (L) to FAPs (R) are indicated in green and yellow, with other interactions presented in gray. (**B**) Bubble charts define normalized interaction scores between adipocytes and FAPs in both young and old states. These interaction scores are determined by the levels of ligand expression in Adipocyte1 and receptor expression within the receiving cells. Columns represent receiving cell types, while rows signify predicted L–R pairs. The color scale denotes interaction strength, with higher scores marking stronger cellular interaction. Green L–R pairs exist only in young mice, whereas red pairs are unique to old mice. **(C)** Bubble charts define normalized interaction scores between adipocytes and FAPs in both young and old states. These interaction scores are determined by the levels of ligand expression in Adipocyte2 and receptor expression within the receiving cells. (**D**) Chord diagrams in young (left) and old (right) adipose tissues showing intercellular L–R interactions. Ligands differentially expressed by receiving FAPs are below the dashed line, whereas receptors overexpressed in adipocytes are located above. Communications from FAPs (L) to adipocytes (R) are highlighted, while other interactions are indicated in gray. (**E**) Bubble charts illustrating the interaction scores between ligands in FAPs and their receptors in adipocyte1. (**F**) Bubble charts illustrating the interaction scores between ligands in FAPs and their receptors in adipocytes2.

## Discussion

In our study, we used single-nucleus RNA sequencing (snRNA-seq) to clarify the transcriptomic landscape of both SAT and VAT in young and old mice at an unprecedented single-nucleus resolution. This approach enabled the generation of a comprehensive cellular atlas of SAT and VAT, allowing for a complete investigation into the cellular diversity and adiposity variations within specific regions of the mouse body. Furthermore, it allowed us to disentangle the cellular mechanisms governing the age-associated regulation of white adipose tissue in mice.

Intriguingly, our observations in aged mice revealed an upregulation of T cell activation and B cell activation in VAT, alongside a downregulation in inflammatory response modulation. This phenomenon has been previously elucidated in studies demonstrating an increase in mature B2 cells and plasma IgG levels in VAT during aging^24^. Concurrently, aged VAT had heightened *Pou2af1* expression, a B cell-specific nuclear cofactor. *Pou2af1* removal in mice improved metabolic parameters, stunted the growth of B2 cells in VAT, and reduced circulating IgG2c and pro-inflammatory cytokines^24^. Additionally, aged VAT experienced an expansion of various T cell populations, notably CD8+ and CD4+ T cells, with Tregs increasing along with age^25^. This leads us to speculate that the multifaceted interplay of immune cells in VAT maintains immune landscape homeostasis throughout aging, while the overall immune function exhibits an age-associated decline. In our investigation, we observed an increasing trend in the proportions of both M1 and M2 macrophages with age. Maintaining a stable balance between M1 and M2 macrophages in the immune cell environment is crucial; M1 macrophages primarily mediate pro-inflammatory responses, while M2 macrophages are mainly involved in anti-inflammatory responses^26^. However, our research showed that the increase in M1 proportion exceeded that of M2, suggesting an enhanced inflammatory response in immune cells with aging. a shift in this balance can readily precipitate a state of inflammation within the organism. These studies emphasized that aging skews the adipocyte-macrophage axis towards a pro-inflammatory approach^27^. Consolidating our insights, aging exerts a dampening effect on immune cell functionalities, characterized by a subdued non-specific immune transcriptomic profile in macrophages and a compromised adaptive immune transcriptomic profile throughout B and T cells. Consequently, this results in a systemic weakening of the innate and adaptive immune defenses.

In addition, our study aligns with previous research on SAT and VAT, indicating that SAT lipogenesis surpasses VAT^28^. Elevated lipolysis and reduced lipogenesis in VAT lead to higher release of lipid metabolites^29^, while SAT promotes lipid storage due to enhanced lipogenesis^30^. We identified two adipocyte subpopulations: nascent adipocytes (Adipocyte1) and mature adipocytes (Adipocyte2). Aging increases Adipocyte1 and decreases Adipocyte2, suggesting reduced mature adipocyte formation and impaired maturation of immature adipocytes, accompanied by decreased metabolic pathway expression, particularly lipid anabolism. This shift may contribute to the reduced adipogenic potential observed in senescent mice. For the first time, we used *Tshr* and *Cidea* as biomarkers in aging research, with *Tshr* identified on adipocyte membranes^22^ and *Cidea* linked to fatty acid metabolism^31^. Aging also significantly expands SAT and VAT areas^32^. Existing research shows that adipocyte hypertrophy causes hypoxia in WAT, triggering inflammation and metabolic dysfunctions^33^. We propose that adipocyte size contributes to inflammation-related metabolic abnormalities in SAT and VAT, supported by data showing aging influences pro-inflammatory molecule secretion, aggravating metabolic diseases^34^.

Notably, in old mice, cell differentiation trajectories associated with precursor metabolism and energy generation appear diminished. It is well-known that such cell differentiation is closely tied to the generation of metabolic intermediates^35^, playing a central role in various metabolic pathways, such as glycolysis, the tricarboxylic acid cycle (also known as TCA or the citric acid cycle), and fatty acid metabolism^36^. Reducing these intermediates during aging may adversely affect the biosynthesis and metabolism of mature adipocytes. Through in-depth analysis of highly expressed module genes in Adipocyte2, we identified that aging appears to result in a decrease in gene expression levels related to fat synthesis metabolism. This includes genes such as *Cidea*, tied to energy expenditure and thermogenesis^37^, *Ghr* is involved in regulating lipid metabolism, which includes processes like fat breakdown and synthesis^38^, and *Acacb*, which plays a regulatory role in fatty acid oxidation^39^. These findings from the pseudotime analysis align well with the conclusions drawn in Fig. 5, providing strong support for the profound impact of aging on the differentiation trajectories of adipocyte subpopulations.

Finally, through comprehensive receptor–ligand (R–L) interaction analyses, we uncover the detrimental impact of aging on the cellular crosstalk between Adipocytes and FAPs. In Adipocyte1-FAPs interactions, pivotal ligand–receptor pairs such as Pdgfc–Pdgfra^40^ are crucial in cellular growth, differentiation, and migration. Conversely, ANGPTL4^41^ engages multiple receptors-SDC4, SDC2, and CDH11-to influence cell adhesion and lipolysis. These findings highlight that in young mice, interactions between Adipocyte1 and FAPs are mutually beneficial, fostering FAP-to-Adipocyte1 conversion or facilitating Adipocyte1 maturation. In aged mice, the dynamics shift towards detrimental outcomes, potentially due to age-related pathologies or physiological alterations, characterized by an enhanced interaction between Angptl4 and its diverse receptors. Mirroring these trends, Adipocyte2-FAPs interactions are similar. In older mice, the pro-inflammatory Retn-Tlr4 interactions are upregulated^42^, while anti-inflammatory Angpt1-Tek pairs are present mainly in young mice^43^. The FAPs-Adipocytes crosstalk reveals that aging undermines communication between these cell types, specifically in anti-inflammatory responses and tissue repair. Collectively, our data validate the adverse effects of aging on adipose tissue from the perspective of cellular communication.

## Materials and methods

### Study approval

The aim of this study was to explore the transcriptional differences in the adipocytes of young and old mice as they age. All animal experiments received approval from the Institutional Animal Care and Use Committee of the College of Animal Science and Technology, Sichuan Agricultural University, China, with the permit number DKY-2021202050. This study’s animal experiments adhered to the ARRIVE guidelines for reporting animal experiments and involved no legal or ethical issues. All methods were performed in accordance with the relevant guidelines and regulations.

### Mice

C57BL/6J mice were fed a sterile, full-nutrition pellet feed (Synergy Bioscience, feed number 1010002). Purified water, autoclaved after bottling, was provided ad libitum and changed 2–3 times per week, with individual water bottles assigned to each duplex cage. Mice were housed under standard laboratory conditions with a 12-h light/dark cycle and ad libitum access to food and water. All subjects were ensured to be Specific-Pathogen-Free (SPF) grade, excluding any disease effects. We selected female mice because males usually weigh more than females, and there’s often an inverse relationship between body weight and lifespan, especially in males, suggesting that male mortality is more affected by body weight. Also, male survival rates more across locations and groups, indicating that females are more resilient to environmental factors affecting survival^44^. Our experimental procedures, approved by the Institutional Animal Care and Use Committee at Sichuan Agricultural University under permit number DKY-2021202050. Adhered strictly to the ARRIVE guidelines, to maintain objectivity and reproducibility, we implemented randomization and blinding, with independent researchers conducting the random selection and group assignment of mice. A double-blind approach was also employed to prevent bias from experiment operators and data analysts.

### Nuclei isolation sorting from WAT (SAT and VAT)

WAT, including both SAT and VAT was isolated from female C57BL/6J mice at 2 months and 26 months of age. This resulted in a sample pool comprising four SAT specimens, and four VAT specimens, with two replicates from each age category. This strategy generated eight distinct sets of snRNA-Seq sequencing data. The harvested tissues were rinsed with pre-chilled PBSE, a PBS buffer supplemented with 2 mM EGTA. Subsequent nuclear extraction was conducted using the GEXSCOPE® Nucleus Separation Solution (manufactured by Singleron Biotechnologies, Nanjing, China), adhering to the protocol provided by the manufacturer. The resulting extracted nuclei were resuspended in PBSE to achieve a concentration of 106 nuclei per 400 μL, followed by filtration through a 40 μm cell filter, and counting assisted by Trypan blue. Enriched nuclei suspended in phosphate-buffered saline with EGTA (PBSE) were stained with DAPI (diluted 1:1000, Thermo Fisher Scientific, Cat# D1306) to tag the DNA. Under a fluorescence microscope, we identified single nuclei based on their distinct blue fluorescence, ensuring that only DAPI-positive singlets were analyzed. DAPI was used to verify single nuclei, and this process was critical for the accuracy of our subsequent single-nucleus RNA sequencing (snRNA-Seq), as it excluded any potential doublets or clusters.

### Single-nucleus RNA-sequencing

The single-nucleus suspension was corrected to a concentration of 3 to 4 × 105 nuclei/mL in PBS. This suspension was placed onto a microfluidic chip, using the GEXSCOPE® Single Nucleus RNA-seq Kit (Singleron Biotechnologies). Following the manufacturer’s guidelines (Singleron Biotechnologies), we constructed snRNA-seq libraries. These libraries were sequenced on an Illumina HiSeq × 10 platform, employing a 150 bp paired-end read protocol. The same sequencing approach was used for both SAT and VAT. A detailed procedure is outlined below.

Initially, the library was quantified using a Qubit dsDNA HS Assay Kit for double-stranded DNA fluorescence quantification, following the manufacturer’s instructions. Libraries were pooled, occupying a lane as a unit, with each library equilibrated to a 2 nM concentration according to molar concentration. A dilution sheet was prepared, cross-referencing all samples involved in each lane. Sample numbers were examined to prevent any errors. A new 96-well plate was used as a dilution plate. Using a Hamilton automated system and nuclease-free water, we added 2 μL of each sample to attain homogenization. Subsequently, according to the respective data volume proportions, all homogenized samples from the same lane were combined in a new 1.5 mL centrifuge tube. Fresh 0.2 N NaOH and 400 mM Tris–HCl were prepared to achieve a 0.25 nM PhiX concentration. Once the library was included proportionally, samples were vortexed to mix and centrifuged at 280×*g* for 1 min, before being placed on ice for later use. Finally, the sequencing flow cell was mounted, and the parameter configuration was established. We selected the NovaSeq Xp workflow, inputting the experimental name, cycle number, read length, and storage path. Following a software-based review of the information and an automatic machine parameter check, sequencing began after confirmation of the operational parameters.

### Histology

The size of adipocytes was measured using the image analysis software ImageJ, which analyzed the hematoxylin and eosin (H&E) stained slides marked with adipocytes. For each sample, three different fields of view were randomly selected for the measurement to ensure the results were representative and covered different areas of the adipose tissue. The selection of each field of view aimed to capture uniformly distributed adipocytes, allowing for an accurate reflection of the variation in adipocyte size within the tissue. Adipose tissue was embedded into Tissue Tek O.C.T. compound (Sakura, 4583), frozen in 96% ethanol atop dry ice, and stored at − 80 °C. The frozen O.C.T.-embedded adipose tissue blocks were fixed for 24 h at 4 °C using 4% paraformaldehyde dissolved in 1 × PBS (pH 7.4) before being embedded in paraffin. Subsequently, the paraffin-embedded adipose tissue blocks were sectioned at a thickness of 5 um using an HM 355S Automatic Microtome (Axlab) and arranged on Superfrost Plus adhesion slides, ready for histological staining. We have prepared four HE-stained histological sections from four different organizations: SAT Young, SAT Old, VAT Young, VAT Old. For each section, we measured the area of 20 adipocytes and calculated their average area.

### Single-nucleus RNA-sequencing analysis

In our snRNA-seq analysis, for young SAT samples, we loaded approximately 7861 nuclei (SAT 1) and 8074 nuclei (SAT 2) onto the microfluidic chip, with average reads per cell of 63,552 and 56,149, median UMIs of 1196 and 1185, and gene counts of 770 and 793, respectively, achieving sequencing saturations of about 63.53%. For old SAT samples, 6158 nuclei (SAT 1) and 9497 nuclei (SAT 2) were loaded, with average reads per cell of 75,878 and 58,361, median UMIs of 935 and 1058, and gene counts of 613 and 665, respectively, with saturation levels of 66.15% and 37.04%. In young VAT, 7344 nuclei (VAT 1) and 17,148 nuclei (VAT 2) were processed, with average reads per cell of 81,286 and 27,007, median UMIs of 1441 and 1844, and gene counts of 699 and 1153, respectively, and saturations of 65.79% and 52.77%. 

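In the deposited counts, VAT young replicate 1 held 15431248 UMIs in 7344 called nuclei and replicate 2 held 51617708 UMIs in 17148. The counts gave a median of 1441 UMIs and 699 genes per nucleus in replicate 1 and of 1844.5 UMIs and 1153.5 genes in replicate 2. The saturation in the authors' downsampling tables was 65.79% and 52.77% at full depth. At a downsampling to 0.5 of the reads, the median number of genes was 543 and 849, which is 77.7% and 73.6% of that at full depth. Reads counted on genes in called nuclei came to 12563 and 6810 per called nucleus. With the reads of the other barcodes added, they came to 31022 and 11969. Both measures leave out reads not assigned to a gene. Barcodes not called as nuclei held 24015772 UMIs in replicate 1 and 43363534 in replicate 2, which was 60.9% and 45.7% of all UMIs of a library.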

For old VAT, 7928 nuclei (VAT 1) and 11,341 nuclei (VAT 2) were sequenced, with average reads per cell of 61,912 and 44,745, median UMIs of 1126 and 1037, and gene counts of 704, reaching saturation levels of 67.09% and 66.87%, respectively. In our study, we filtered nuclei based on the following criteria: more than 500 genes per nucleus (nFeature_RNA > 500), more than 1000 total counts per nucleus (nCount_RNA > 1000), and less than 15% mitochondrial gene content (percent.mt < 15) to ensure data quality. 

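In VAT young replicate 1, 5084 of the called nuclei had over 500 genes, 4795 had over 1000 UMIs and 4679 had under 15% mitochondrial UMIs. In replicate 2, these numbers were 14988, 12277 and 17090. The median mitochondrial share of all called nuclei was 11.1% in replicate 1 and 0.888% in replicate 2.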

After quality control in our single-cell sequencing study, the number of nuclei was as follows: SAT 1 young had 4191 nuclei, SAT 2 young also had 4191 nuclei, SAT 1 old had 2128 nuclei, and SAT 2 old had 9497 nuclei. For VAT, VAT 1 young had 2570 nuclei, VAT 2 young had 10,637 nuclei, VAT 1 old had 3861 nuclei, and VAT 2 old had 4144 nuclei.

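With the limits given in the text, 2833 nuclei of VAT young replicate 1, 38.6% (37.5 to 39.7%) of its called nuclei, and 12225 nuclei of replicate 2, 71.3% (70.6 to 72.0%), passed in the deposited counts, where the paper's reported numbers are 2570 and 10637. Without the limit on genes, 2835 and 12226 nuclei passed, without the limit on UMIs 3356 and 14937, and with a mitochondrial limit of 5%, 1145 and 11977.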

In our single-nucleus RNA sequencing (snRNA-seq) study, we used Celescope from Singleron for read alignment with the Mus musculus GRCm39 reference genome. To address batch effects, we employed the Harmony tool^45^ for batch correction, ensuring data integrity and minimal batch effect, as evidenced by the consistent cell cycle phase distribution across G1, G2M, and S phases in our integrative analysis. For cell cycle phase estimation, we used Seurat’s^46^ CellCycleScoring function leveraging well-characterized cell cycle markers, and normalized data using Seurat’s ScaleData function for accurate phase attribution.

We performed clustering using the ‘runUMAP’ function^47^, selecting 30 dimensions based on PCA’s ElbowPlot to capture data variance effectively, with a resolution of 0.1 determined by the ‘clustree’ method to optimally define clusters. Cell clusters were separated into various cell types, identified through the expression of established marker genes. Cell‐type‐specific gene signatures were revealed using Seurat’s “FindAllMarkers” function^48^. To determine cell‐type‐specific genes, we applied thresholds: a minimum log2 fold change (FC) ≥ 1 and at least 25% presence in one of the populations. Marker gene expression profiles were depicted using Seurat’s “DotPlot” function.

Differential gene expression analysis was conducted using the ‘FindMarkers’ function^49^ within Seurat (log2FC > 1, *P* < 0.05). To ensure the robustness of our findings, trajectory analysis was performed using Monocle3 and Velocity^50^, allowing us to observe dynamic gene expression changes and predict future cell states.

Lastly, CellChat was utilized for cell–cell communication analysis, inputting our snRNA-seq data to analyze interaction patterns among adipocyte cell types. CellChat’s^51^ network construction and analysis functions facilitated a comprehensive understanding of the communication dynamics and regulatory networks, shedding light on the complex interactions governing adipose tissue aging and differentiation.

### Immunofluorescence microscopy of mature adipocytes

#### Tissue paraffin embedding

In our immunofluorescence experiments, we used the following primary antibodies: *Cd79b* from Thermo Fisher (11-0793-42) at 0.5–1 µg/mL, *Skap1* (Thermo Fisher, cat# PA5-85456, 1:1000), *Lyz2* (Thermo Fisher, cat# PA5-16668, 1:2000), *Gsn* (EIAab, cat# P0372Rb-h, 1:500), *Asic2* (Thermo Fisher, cat# PA5-143911, 1:1000), *Syne2* (Thermo Fisher, cat# MA5-18075, 1:1000), *Cacnb3* (GeneTex, cat# GTX47704, 1:1000), and *Bst1* (Thermo Fisher, cat# 17-1579-42, 5 µL/0.125 µg/test). For *Tshr* and *Cidea*, we used Thermo Fisher antibodies (cat# PA5-116082 at 1:1000, and cat# PA5-19908 at 2.5–5 µg/mL, respectively).

Adipose tissue sections underwent a series of treatments for optimal immunostaining. The sections were dewaxed and rehydrated via a sequence of solvents: two xylene baths (15 min each), followed by two absolute ethanol rinses (5 min each), followed by descending alcohol concentrations of 85% and 75% (5 min each), and finally rinsed in distilled water. For antigen retrieval, sections were immersed in citric acid antigen repair buffer (pH 6.0) within a repair box. They were then subjected to intermittent microwave heating, cycling between medium and low power until boiling, for a duration of 10 min. Care was taken to limit excessive buffer evaporation, ensuring that sections remained hydrated throughout the process. After the sections cooled naturally, they were washed three times in PBS (pH 7.4), with each wash lasting 5 min on a shaker. The tissue sections were blocked and incubated with a primary antibody, prepared at an appropriate dilution in PBS, overnight at 4 °C in a humidified chamber to prevent evaporation. After the treatment with the antibody, sections were rinsed three times in PBS (pH 7.4) on a shaker, for 5 min per wash. They were then treated with a fluorescently labeled antibody for 50 min at room temperature in the dark. For nuclear counterstaining, sections underwent three additional washes in PBS (pH 7.4) for 5 min each on a shaker. After the tissue sections were slightly air-dried, DAPI staining solution (1:1000 dilution, Thermo Fisher Scientific, Cat# D1306) was applied to facilitate nuclear counterstaining. The sections were incubated at room temperature for 10 min to allow thorough staining. Subsequently, they were washed three times with PBS to remove excess stain, gently air-dried, and then mounted with an anti-fade mounting medium to preserve fluorescence. High-resolution imaging was performed using a Nikon upright fluorescence microscope to capture the distinct blue fluorescence of DAPI-stained nuclei, and representative images were systematically documented.

### Supplementary Information

Supplementary Information.

## Data Availability

The single-nucleus RNAseq dataset generated in this study are available at Gene Expression Omnibus (GEO) database (GSE241718, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241718, the secure token is mdstkmisnfmpzoh.). Sources of public datasets analyzed during the current study are (GSE241275, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241275, the secure token is ehytegqyzvsfnej.). The appearance of two separate submissions is because the data were uploaded in two stages. However, all data are from the same batch of samples and mice, sequenced on the same platform.

How the deposited data were processed for this re-analysis (not part of the article)

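Single-nucleus RNA sequencing of visceral (gonadal) adipose tissue from 2 mice aged 2 months was analysed, with 1 library per mouse. The tissue and the Singleron capture are as in the paper's methods, while the sample descriptions name 10x Genomics and adipocytes. The other libraries of the study were not analysed here. The authors aligned the reads to GRCm39 with CeleScope and counted UMIs per gene and barcode, and the deposited matrix of each library holds counts, as whole UMIs of 56980 genes in the called nuclei, without normalization. A deposited list of barcodes gives counts of reads, UMIs and genes for called nuclei and for the other barcodes, without the genes of the latter. The deposited downsampling tables give the saturation as percent, the part of the reads kept as a fraction, and the median number of genes as a signal at each fraction. The authors' annotation version is not stated, and positions and lengths were taken from GENCODE vM39 on GRCm39, in which all 272 identifiers of the genes used were found by Ensembl identifier.

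Nuclei were kept with over 500 genes, over 1000 UMIs and under 15% mitochondrial UMIs, as in the paper. Replicate 1 had 2833 nuclei left with 8466237 UMIs and replicate 2 had 12225 nuclei with 48068273 UMIs. Counts were scaled per nucleus and log transformed, 1000 variable genes were chosen without the genes that the paper names, and 30 principal components were corrected for the library by an implementation of Harmony in numpy 2.4.6. A graph of 20 nearest neighbours was clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.1, and each cell type again with 16 components. The work ran under Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9, and under R 4.3.3 with Seurat 5.3.0 for the lists of cell cycle genes. The random seed was 1.

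A cluster was named from marker genes chosen before the data were examined, as were the comparisons, the genes to be named, and the alternatives except where stated. The rule that turns markers into a name was tried in 4 versions after the clusters had been seen. In the version used, a type needs at least 3 markers, a share of 0.5 of its markers higher by a log2 fold of 1 and seen in 5% of nuclei, and a rival type is weighed at a share of 0.5. Subclusters whose leading genes go against the name of their cell type stayed unnamed. The genes named in the text are those that the paper names as markers, ligands or receptors or prints in its figures, the marker genes, and the genes of the M1, mature dendritic and thermogenic lists. Cfd, Car3 and Lpl in endothelial nuclei and the odorant and vomeronasal receptor genes as a measure of background were chosen for their tests after the clusters had been seen.

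Scrublet, run through scanpy with 6% expected doublets, marked 1 nucleus in each library by its own threshold (0.0353% and 0.00818%) and so did not separate doublets. No nuclei were removed in the values given at the claims. In an alternative, decided after the scores had been seen, the 170 and 734 nuclei with the highest scores were removed.

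UMIs were summed over the nuclei of each cell type or subcluster in each library, with at least 20 nuclei in each library. These sums were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, library as a block, Benjamini-Hochberg adjustment), each cell type or subcluster against the mean of the others and all of them against each other. The tests covered 14282 genes between cell types, 13519 between adipocyte, 17001 between mesothelial, 9059 between FAP and 5314 between immune subclusters. In the same order, 10651, 2500, 7508, 627 and 2517 genes differed between the groups with an adjusted p under 0.05 in edgeR's test. Fold changes include the TMM factors and can differ from the ratio of the CPM values given beside them. A gene counted as passing at an adjusted p under 0.05, with a further need, for the cell type genes, of a log2 fold change of at least 1 in the stated type and, for the ligands and receptors, of any log2 fold change above 0 there. Subclusters were drawn from the same counts that were then tested, with the genes of the paper left out of the features, so that their p values describe the separation of these subclusters and not independent evidence for them. The block was used because the same-numbered cell types come from the library of 1 animal. Over 15 pairs of cell types and 8688 genes, the differences between the libraries correlated with r from 0.226 to 0.685 and a median of 0.486, across genes, which are not independent replicates.

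Shares of nuclei have exact Clopper-Pearson 95% intervals for counting error, and means over the mice are given with SD. For shares of nuclei with a UMI and for cell cycle calls, each nucleus was thinned to 1000 UMIs. A count of 0 was read against a floor of 3 counts. Between the libraries, the chi-square of gene totals was 257 times its degrees of freedom, so that counting error is the smaller part of the difference between the mice.

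The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, no block, a resolution of 0.3, 15 components, the genes of the paper kept as features, removal of nuclei with high doublet scores, no integration, a mitochondrial limit of 5%, no limit on UMIs or no limit on genes, no thinning or thinning to 2000 UMIs, and leaving out each replicate. Leaving the shallow mesothelial subcluster out of its cell type was added after the data had been seen.

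The methods were tested on simulated data, with 200 genes changed by 2 on the log2 scale. Counts were drawn from the same proportions for all groups and the same dispersion for every gene. The libraries differed in depth only, unlike the real ones, so the rates below may not hold in the data or for smaller changes. edgeR recovered 87.5% of them between cell types and 73.0%, 83.0%, 77.5% and 83.5% between adipocyte, mesothelial, FAP and immune subclusters, with 5.91%, 6.41%, 2.92%, 4.32% and 5.65% false calls among its calls. DESeq2 recovered 85.5%, 52.0%, 32.5%, 22.0% and 66.0%. With 1 UMI added on a random gene of the S list, 85.8% of 500 nuclei were called S, against 37.2% with none added, and for the G2M list 73.6% were called G2M, against 32.0%, so that a single UMI sets most calls. With 5 UMIs added, 100% and 99.6% were called so.

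Lists of 7 M1 genes, 7 mature dendritic genes and 8 thermogenic genes were written down for tests of explanations. Levels of the M1 and dendritic lists are given with the immune nuclei. Of the thermogenic list, 7 genes could be tested. In the second adipocyte subcluster 6 of them were higher, 7 when adjusted over the list alone. The genes of the thermogenic list were not left out when the features were chosen. 1 planned test is not reported here. Cell communication, pseudotime and gene set tests of the paper were not repeated.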

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

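The tests of depth and of dissection for Ucp1, of the mesothelial subcluster with few UMIs per nucleus and of the barcodes not called as nuclei were chosen only after the results were seen.

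Ucp1, which the paper does not discuss for these adipocytes, was higher in the second adipocyte subcluster of young VAT, the one rich in Cidea, by a log2 fold change of 3.63 (SE 0.38, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a signal in genes that the paper did not analyse. It had 78 and 414 UMIs there, at 120 and 80.4 CPM, against 5.44 and 1.40 CPM in the largest subcluster. Of 7 thermogenic genes that could be tested, 6 were higher there, with log2 fold changes from 1.39 to 3.63 over the 7. Ucp1 and this list, unlike the paper's genes, were not left out of the features, so they may have helped to draw the subcluster. These tests are therefore not independent evidence for it. Nuclei of the subcluster held more UMIs, but after thinning to 1000 UMIs a Ucp1 UMI was seen in 14.1% and 6.30% of them, against 0.636% and 0.202% of the largest subcluster and 0.403% and 0.464% of FAP-like nuclei, which argues against depth as the cause. Brown fat taken up from 1 animal would leave the other library without the subcluster, but it made up 8.03% and 11.9% of adipocytes. Brown fat taken up from both animals, and a real state of visceral adipocytes, may both stay open, and no biological explanation was tested.

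Odorant and vomeronasal receptor genes, which the paper does not discuss, had 1688 and 12074 UMIs in the mesothelial-like nuclei, a signal in genes outside those that the paper reports on. These 1301 genes were counted as a measure of background. Over 11582 genes under 20 CPM in these nuclei, the level rose with length (Spearman rho 0.606 across genes, which are not independent replicates). The mesothelial subcluster with few UMIs per nucleus held 3.84 and 2.86 times as many receptor UMIs per kilobase as the other. The 2394 protein-coding genes higher in it had a median length of 86.7 kb, and the 3678 lower protein-coding genes 29.0 kb. These values are consistent with background in proportion to gene length in this subcluster, in which Erbb4 and Gpc6 were higher, and what the background is was not tested. Free adipocyte RNA would raise adipocyte genes and not receptor genes, so the rise of 3.84 argues against it as the whole cause, while a part of it stays open, since Tshr was also higher there by 2.36 on the log2 scale. No biological explanation was tested.

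Barcodes not called as nuclei held 24015772 UMIs in replicate 1 and 43363534 in replicate 2, a signal in data that the paper did not analyse. Of these UMIs, 8.45% and 8.74% were in barcodes with at least 500 UMIs, the lowest number in a called nucleus. Missed nuclei with at least 500 UMIs therefore do not account for most of them. Missed nuclei with fewer UMIs fall under this limit by construction, so the test cannot decide on them. The 907812 and 1722230 other barcodes had a median of 7 and 9 UMIs. The genes of these UMIs were not analysed here, and no biological explanation was tested.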

How the results depend on the processing

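Leaving the shallow mesothelial subcluster out of its cell type, and the removal of a fixed share of nuclei by doublet score, were chosen only after the data were seen.

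Over the 11 results of the design, 75 of 91 values under an alternative were within the range set for no change and 16 moved. For shares and numbers of single cell types or libraries, 34 of 46 were within it and 12 moved. For single genes, 382 of 439 kept their direction and side of the threshold, 23 were weaker, 6 stronger, 1 reversed and 27, all without a replicate and so without a test, moved. The genes of the cell types, the adipocyte ligands, and the genes of FAPs and adipocytes that interact stayed within that range. So did the cell cycle shares. This held under each alternative that gave a value, the added one included. For shares of nuclei, cell cycle shares and the odds ratio, the range was set by the spread of the same 2 libraries. Leaving out a replicate then falls within it by construction, and these values in the tallies are no evidence of stability. For the cell cycle shares, only the alternative without thinning could have moved. Under a mitochondrial limit of 5%, 4 adipocyte ligands passed in place of 3 when adjusted over the list alone. There, 12 of 12 tested cell type genes passed, in place of 17 of 17. The width of the range is not stated here, so these tallies give no size of change.

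With a mitochondrial limit of 5%, 13122 nuclei passed in place of 15058, and 0 FAP subpopulation genes passed in place of 2 (1 at an unadjusted p under 0.05). Sema3a in adipocytes changed from a log2 fold change of -0.51 to 0.49. By construction, the mesothelial and smooth muscle nuclei, with 16 and 13 nuclei in replicate 1, were then not in the comparison. Without the limit on UMIs and with the mitochondrial limit of 15%, 18293 nuclei passed. The immune-like shares of the 2 mice, which differed by less than the counting error with a limit of 15%, were 5.41% and 8.70% with a limit of 5% and differed by more than it.

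At a resolution of 0.3, the mean share of adipocytes was 42.7% in place of 54.7%, while the mean share of nuclei in clusters without a name was 22.9% in place of 1.24%, and 4 FAP subpopulation genes passed. There, and with the genes of the paper kept as features, 3 mesothelial genes passed in place of 2. Without integration, 3 of the adipocyte subpopulation genes passed in place of 6, and 1 mesothelial gene in place of 2. The adipocyte subclusters then followed the libraries, since 1 of them held 95.3% of the adipocyte-like nuclei of replicate 1 and 1.91% of those of replicate 2, so the 3 is not a count over like subclusters. With nuclei of high doublet score removed, 1 FAP gene and 1 immune gene (in place of 3) passed. The immune subcluster with macrophage markers was then too small to be tested, so the immune counts are not over like subclusters. With DESeq2, 0 FAP genes passed (2 at an unadjusted p under 0.05), and in simulated FAP data it recovered 22.0% of changes. The simulated changes were of 2 on the log2 scale, in libraries that differed in depth only, so this does not settle the cause. For the others the cause was not tested.

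Without the library as a block, 0 FAP genes (1 at an unadjusted p under 0.05) and 1 mesothelial gene passed, and 4 adipocyte genes. The block takes up the difference between the mice, and without it the SE of Gas6 in FAP-like nuclei was 0.33 in place of 0.20.

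Without replicate 1 or without replicate 2, from 8 to 9 immune genes were counted, because by construction a value without a test counts every gene with a log2 range of at least 1 between subclusters. The mean odds ratio of Tshr and Cidea in a nucleus was 0.469 without thinning and 0.297 with 2000 UMIs, in place of 0.347, and was under 1 in each.

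Some alternatives gave no value: no integration for FAP genes, and a mitochondrial limit of 5% for immune and mesothelial genes, since too few subclusters held 20 nuclei in each library. The alternative of 15 principal components gave no value for any subpopulation genes. The endothelial subpopulation genes had no value under the settings used at the claims, so no alternative was compared. Without integration, 4 of these 6 genes could be tested and 2 passed, 3 when adjusted over the list alone. The low number of nuclei in replicate 1 limits the tests of small subclusters, such as the 14 FAP-like nuclei with adipocyte genes. Whether the depth of replicate 1, with a median of 2221 UMIs per nucleus, also limits them was not tested.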

Differences from the paper's values

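The alternatives named here were set before the data were examined, except that for the removal of nuclei of high doublet score the number to remove was decided only after the scores were seen, and leaving out a mesothelial subcluster was chosen only after the values were seen.

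Mesothelial-like nuclei came to 3792 in the 2 young VAT libraries, where the paper's number over its 8 libraries, these among them, is 2441. A number over 2 of the 8 libraries is a lower bound, so that only a larger number goes against the paper's. The paper's numbers of nuclei per library after quality control sum to more than the nuclei it clustered. Its 2441 may therefore count a smaller set. With nuclei of high doublet score removed (3706) and without integration (3773), the numbers were over 1.5 times the paper's. With 15 principal components (3399) and with the genes of the paper kept as features (3138), they were above it by less than that, and at a resolution of 0.3 (2155) and with a mitochondrial limit of 5% (1487) below it. Without the subcluster that had more markers of adipocytes and endothelial cells than of mesothelial cells, a choice made after seeing the values, 1822 nuclei were left.

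The paper gives Il1rapl1 and Asic2 as genes of a FAP subpopulation. Here both were highest in mesothelial-like nuclei and did not separate the FAP subclusters (adjusted p = 0.578 and 0.967 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did so at a resolution of 0.3. Ebf1, which the paper gives for another FAP subpopulation, had an adjusted p of 0.716 in edgeR's test and 0.0027 at a resolution of 0.3, with a range over the alternatives up to 1.00. Magi1 and Syne2, given for a FAP subpopulation, were higher in endothelial-like nuclei, and Syne2 did not separate the FAP subclusters under any alternative with a test. S1pr3 and Bst1, given for FAPs with a role in immunity, were highest in smooth muscle and immune-like nuclei. The paper gives all these genes for subsets among FAPs, so a higher level in another cell type does not go against it. The test here was between FAP subclusters of young VAT alone, fewer than the paper's subsets over both depots and ages.

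The paper lists Sema3a among the ligands high in adipocytes of young mice. Here its log2 fold change in adipocytes was -0.51, and 0.49 with a mitochondrial limit of 5% (adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over a range from 2.3e-05 to 0.514 over the alternatives with a test), where it passed only when adjusted over the list of 4 ligands alone. The paper pairs Gas6 of FAPs with Mertk of adipocytes. Gas6 was lower in FAP-like nuclei than in the mean of the other cell types, by a log2 fold change between -1.24 and -1.83 over the alternatives, and Mertk was not higher in adipocytes under any alternative with a test.

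The paper gives Pde4d, Cd164, Slc7a2 and Areg as genes that mark mesothelial subpopulations. Pde4d and Slc7a2 did not separate the subclusters under any alternative with a test. Areg had too few UMIs for the test with the filter on low counts. Cd164 did so with no filter on low counts (adjusted p = 0.0048 from edgeR's test), at a resolution of 0.3 and with the genes of the paper kept as features, over a range from 0.00181 to 0.489.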

Other observations

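The tests of free adipocyte RNA, both for the groups with adipocyte genes and for the endothelial nuclei, the test of the mesothelial numbers, the tests of gene length for Il1rapl1 and Asic2 and the check of single nuclei for the dendritic genes were chosen only after the results were seen. The tests of doublets, of the mitochondrial share and of the dendritic list itself were chosen before.

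In FAP-like, immune-like and endothelial-like nuclei, 1 subcluster each had adipocyte genes. Free adipocyte RNA adds few UMIs to a nucleus, but these subclusters had from 1.76 to 3.22 times the median UMIs of the rest of their cell type, which argues against it. The mean Scrublet score was 3.95 times that of the rest in the FAP group of both libraries, 1.92 and 3.39 times in the immune group, and 1.11 and 3.33 times in the endothelial group. Nuclei captured together with an adipocyte nucleus are a candidate explanation, and it cannot be told apart from others for all groups, since the ratio of 1.11 rests on 12 nuclei. No biological explanation was tested.

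Fabp4 and Cd36 were at least 1.21 times as high in endothelial-like nuclei as in adipocytes in each library, which free adipocyte RNA would not give. Scd1, Cfd, Car3 and Lpl were below adipocytes and at most 1.48 times the mean of the FAP, immune, mesothelial and smooth muscle nuclei, so their level in endothelial-like nuclei could come from free adipocyte RNA. No biological explanation was tested.

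The mitochondrial share of UMIs was higher in replicate 1 in each of the 6 named cell types, by 3.81 to 7.65 percentage points. Damaged nuclei alone would leave the other nuclei near the median of replicate 2, 0.888%, but the 10th percentile of the share over the called nuclei of replicate 1 was 3.23%. Mitochondrial RNA free in the suspension may add to every nucleus, and it cannot be told apart from a difference between the mice, since each mouse is 1 library and the amount differed between cell types. No biological explanation was tested.

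The number of mesothelial-like nuclei ranged from 1487 to 3792 over the settings. Nuclei with mesothelial markers may be under other names in the paper, and this cannot be told apart from an effect of the settings, since 1487 is below the paper's number and 3792 above it. Of the 3792, 1970 were in the subcluster with more markers of adipocytes and endothelial cells than of mesothelial cells, and the 1822 others are below the paper's number, so nuclei with few mesothelial markers may also account for the excess here. No biological explanation was tested.

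Il1rapl1 and Asic2, which the paper gives for a FAP subpopulation, were higher in mesothelial-like than in FAP-like nuclei. Background in proportion to gene length was 2.54 and 2.43 times as high there, by the receptor genes, a ratio in which length cancels. Il1rapl1 was 15.3 and 7.70 times and Asic2 15.3 and 8.60 times as high, which argues against this background as the whole of the difference. In FAP-like nuclei, the levels were 0.395 and 1.07 times for Il1rapl1 and 0.519 and 1.46 times for Asic2 those that gene length and the receptor genes would give. Background may therefore account for their level in FAP-like nuclei, and it cannot be told apart from a low level of their own, since the receptor genes are short and gave too high a value in replicate 1. No biological explanation was tested.

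Cacnb3 and Fscn1, which the paper gives for M1 macrophages, were tested for mature dendritic cells with a list of 7 genes that holds neither gene, 2 of which (Ccr7 and Ccl22) are also among the markers of dendritic cells. Immune-like nuclei with a UMI of either gene had higher levels of the list than the others, but 1 nucleus in each library held most of its UMIs, and without it the levels were 95.6 and 73.5 CPM, under those of the other immune-like nuclei. Mature dendritic cells may account for that nucleus, and for the other nuclei with these genes the explanation cannot be told apart from background, since they are few.

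Further ligand and receptor genes were measured in young VAT. Pdgfc was at 217 and 188 CPM in adipocytes (log2 fold change 1.54) and Pdgfra at 530 and 470 CPM in FAP-like nuclei (5.60). Axl was at 510 and 410 CPM in FAP-like nuclei (3.75), Angptl4 at 68.3 and 36.5 CPM in adipocytes (1.76) and Ghr at 11772 and 18241 CPM in adipocytes (2.83). Sdc4 was at 192 and 106 CPM and Cdh11 at 638 and 683 CPM in mesothelial-like nuclei, and Sdc2 at 392 and 364 CPM in FAP-like nuclei.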
